# Transcriptome analysis of microglia in a mouse model of Rett syndrome: differential expression of genes associated with microglia/macrophage activation and cellular stress

**DOI:** 10.1186/s13229-017-0134-z

**Published:** 2017-03-29

**Authors:** Dejian Zhao, Ryan Mokhtari, Erika Pedrosa, Rayna Birnbaum, Deyou Zheng, Herbert M. Lachman

**Keywords:** Microglia, Rett syndrome, Autism, Schizophrenia, Heat shock, M1 activation, M2 activation, Innate immune system

## Abstract

**Background:**

Rett syndrome (RTT) is a severe, neurodevelopmental disorder primarily affecting girls, characterized by progressive loss of cognitive, social, and motor skills after a relatively brief period of typical development. It is usually due to de novo loss of function mutations in the X-linked gene, *MeCP2*, which codes for the gene expression and chromatin regulator, methyl-CpG binding protein 2. Although the behavioral phenotype appears to be primarily due to neuronal Mecp2 deficiency in mice, other cell types, including astrocytes and oligodendrocytes, also appear to contribute to some aspects of the RTT phenotype. In addition, microglia may also play a role. However, the effect of *Mecp2* deficiency in microglia on RTT pathogenesis is controversial.

**Methods:**

In the current study, we applied whole transcriptome analysis using RNA-seq to gain insight into molecular pathways in microglia that might be dysregulated during the transition, in female mice heterozygous for an *Mecp2*-null allele (*Mecp2* ^+/−^; Het), from the pre-phenotypic (5 weeks) to the phenotypic phases (24 weeks).

**Results:**

We found a significant overlap in differentially expressed genes (DEGs) with genes involved in regulating the extracellular matrix, and those that are activated or inhibited when macrophages and microglia are stimulated towards the M1 and M2 activation states. However, the M1- and M2-associated genes were different in the 5- and 24-week samples. In addition, a substantial decrease in the expression of nine members of the heat shock protein (HSP) family was found in the 5-week samples, but not at 24 weeks.

**Conclusions:**

These findings suggest that microglia from pre-phenotypic and phenotypic female mice are activated in a manner different from controls and that pre-phenotypic female mice may have alterations in their capacity to response to heat stress and other stressors that function through the HSP pathway.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13229-017-0134-z) contains supplementary material, which is available to authorized users.

## Background

Rett syndrome (RTT) is characterized by a progressive loss of cognitive, social, and motor skills after a relatively brief period of typical development. It is found in ~1/10,000–1/15,000 female births and is usually due to de novo loss of function mutations in the X-linked gene, *MeCP2*, which codes for methyl-CpG binding protein 2 (MeCP2) [1]. MeCP2 binds to methylated cytosine at CpG islands, which are the canonical DNA methylation sites, as well as to non-CpG cytosine residues, and 5-hydroxymethylcytosine [2–4]. It has also recently been found to inhibit microRNA processing [5]. Although severe loss of function mutations are usually male-lethal, hypomorphic *MeCP2* variants have been found in males with intellectual disability and behavioral deficits [6, 7].

Rarely, mutations in *CDKL5*, *SHANK3*, *FOXG1*, *ANKRD31*, and *CHRNA5* cause a RTT-like phenotype [8–10].

One of the more perplexing aspects of RTT is the loss of previously acquired developmental milestones, which occurs after ~6–18 months of age. Regression is characterized by loss of language skills, reduced brain growth, repetitive stereotyped hand movements, and impaired motor skills [1, 2]. Following this period of regression, the clinical picture stabilizes for a while, but ultimately, motor deterioration, autistic features, seizures, growth failure, autonomic dysfunction, and gastrointestinal disturbances emerge.

In addition to RTT, de novo mutations in *MeCP2* can contribute to schizophrenia (SZ) risk in a small subgroup of individuals [11]. And a recent genome wide association study (GWAS) carried out in a Han Chinese cohort suggests that common variants in *MeCP2* might also play a role in this condition [12].

Although Mecp2 is ubiquitously expressed, most studies point to neuronal dysfunction as a primary cause. For example, a number of different neuron-specific *Mecp2* KO mice show functional abnormalities [13–15]. In addition, restoring Mecp2 expression in neurons normalizes brain weight and activity and extends lifespan [16]. An increase in cell packing density and a reduction in the complexity of neuronal dendritic branching have also been found, as well as alterations in dendritic spine numbers and synaptic architecture [17, 18]. Selective loss of *Mecp2* in gamma-aminobutyric acid-ergic (GABAergic) inhibitory interneurons recapitulates most of the RTT phenotype [19]. However, some RTT features are also seen when selective loss of expression is induced in excitatory glutamatergic neurons [20]. In addition, the absence of *Mecp2* has been found to cause a decrease in excitatory synapses and to impair long-term potentiation, an effect that was found in severely phenotypic, but not pre-phenotypic mice [21]. Interestingly, *MeCP2* duplications also cause neurodevelopmental problems in humans and mice and are associated with increased synaptogenesis and dendritic complexity in vitro [2, 22, 23].

Although a primary neuronal dysfunction is clearly important in RTT, neurogenesis and synaptic function are modulated by other cell types in the brain—astrocytes and microglia, for example—and loss of function abnormalities in *MECP2* in these cells could conceivably play a role in some aspects of the RTT phenotype. This idea is supported by several studies. For example, reduced *Mecp2* expression in astrocytes negatively influences neuronal function, and reexpression improves locomotion and anxiety symptoms, restores respiratory abnormalities and dendritic morphology, and increases lifespan [24]. In addition, *Mecp2*-deficient astrocytes and conditioned medium from these cells failed to support normal dendritic morphology of wild-type (WT) and *Mecp2*-deficient hippocampal neurons. Also, mice with oligodendrocyte lineage-specific reduction of *Mecp2* develop severe hindlimb clasping phenotypes, and restoration in an RTT model improved locomotor deficits and hindlimb clasping in both male and female mice, and restored body weight in males [25].

Finally, microglia have been implicated in RTT. Jin et al., for example, found that an increase in the expression of *Slc38a1* (which codes for a glutamine transporter) caused by *Mecp2* deficiency results in a glutamine-dependent decrease in microglia viability and a reduction in brain microglial number through the production of reactive oxygen species (ROS), which causes mitochondrial dysfunction and neurotoxicity [26]. In addition, a defect in microglial phagocytosis, which is a key homeostatic process in maintaining normal synaptic architecture, has been found in an RTT model [27]. Remarkably, phagocytic activity restored by a peripheral bone marrow transplant from WT mice, which led to the engraftment of phagocytic cells in the brain, rescued many aspects of the RTT phenotype in a mouse model; an increase in body weight and locomotor activity occurred, and breathing patterns were normalized [27]. Wang et al., however, were unable to replicate this finding, casting some doubt on the role of microglia in RTT [28]. In addition, Schafer et al. recently found that while microglia may contribute to the RTT phenotype by enhancing engulfment and elimination of presynaptic inputs at the end stages of disease, specific loss or gain of *Mecp2* expression in microglia were not primary event [29].

To further address the potential role of microglia in RTT, we now report a transcriptome analysis in female Het mice. Transcriptomes were assessed during the transition from the RTT pre-phenotypic to the phenotypic stages (5 and 24 weeks, respectively). This time course models the natural progression of clinical RTT. In addition, our study is relevant in that, we used female mice; studies with mouse models of RTT rarely use females because symptoms occur earlier and are more severe in males, yet females account for nearly all RTT cases.

## Methods

### Rett mouse model

The B6.129P2(C)-*Mecp2* ^*tm1.1Bird*^/J mouse model developed in the Adrian Bird lab [30] was used for these experiments. They were obtained from The Jackson Laboratory (Bar Harbor, Maine; stock number 003890). C57BL/6 mice were used as controls (stock no: 000664). The protocol for generating the KO strain is described at https://www.jax.org/strain/003890 and in the original paper [30]. Briefly, a targeting vector was designed to insert loxP sites around *Mecp2* exons 3 and 4. The construct was transfected into 129P2/OlaHsd-derived E14TG2a embryonic stem (ES) cells. The engineered ES cells were injected into C57BL/6 blastocysts. Chimeric offspring were bred to C57BL/6 mice to produce heterozygous floxed females. The floxed line was bred to homozygosity. Homozygous floxed female mice were crossed with male CMV-Cre mice to generate heterozygous Het females.

The mice were housed at the Albert Einstein College of Medicine in our central AAALAC-accredited animal facility on a 14-h day and 10 night light cycle, and were fed a regular diet. All animals were sacrificed in the morning within a 1-h window to avoid potential circadian differences in gene expression. Heterozygosity for the KO allele was confirmed by PCR using primers 9875 (aaattgggttacaccgctga); 9877 (ccacctagcctgcctgtact); and oimr7172 (ctgtatccttgggtcaagctg), according to the protocol recommended by The Jackson Laboratory (https://www2.jax.org/protocolsdb/f?p=116:5:0::NO:5:P5_MASTER_PROTOCOL_ID,P5_JRS_CODE:8898,003890). Three RTT mice and three controls were used at each time point (total of 12).

The 24-week Het female mice displayed a classic hindlimb clasping phenotype, a response indicative of general neurological pathology that is observed in the mouse model of RTT [25, 31]. Mice were scored on 3 consecutive days after beginning to show the reflex between weeks 23–24. They were rated based on severity of hindlimb clasping on a 0–3 scale [31]. The mice were suspended by the base of their tail and video recorded for 10–15 s. At 24 weeks, all mice scored 3 (most severe) with hindlimbs completely retracted inwards towards the abdomen for more than 50% of the recorded time.

### Microglial isolation

Microglia were isolated from whole brains using the Miltenyi MACS® (Magnetic Cell Isolation and Cell Separation) protocol, which contains the Neural Dissociation kit (P), Mylein Removal Beads II, and CD11b antibody bound to Microbeads, along with the gentleMACS Dissociator, according to the manufacturer’s protocol. Briefly, the entire brain was isolated and the meninges were removed by manual dissection. The brain was roughly chopped and subsequently processed using the Neural Tissue Dissociation kit (P) protocol for the gentleMACS Dissociator (programs m_brain_01_02, m_brain_02_02, and m_brain_03_01). Samples were then further processed for myelin removal and the isolation of CD11b-positive cells. Microglial isolation was confirmed by FACS with a monoclonal CD11b antibody conjugated to PE (Miltenyi). The microglial isolation protocol typically results in a population of cells that contain ~80% microglia (Additional file 1: Figure S1).

### RNA extraction

Total RNA was extracted using a miRNeasy Kit according to the manufacturer’s instructions (Qiagen). An additional treatment with DNase1 (Qiagen, Valencia, CA) was included to remove genomic DNA. Reverse transcribed PCR (RT-PCR) was performed using a OneStep RT-PCR Kit (Qiagen, Valencia, CA) according to the manufacturer’s instructions.

### RNA-seq

After passing quality control, high-throughput sequencing libraries were prepared by the Einstein Epigenomics and Genomics Shared Facility following the standard protocol established for RNA-seq on the Illumina platform. We obtained 101 bp paired-end RNA-seq reads from an Illumina HiSeq 2500 instrument. Adapters and low-quality bases in reads were trimmed by trim_galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). RNA-seq reads were aligned to the mouse reference genome (GRCm38/mm10) using Tophat (v2.0.13) in a strand-specific manner (--library-type fr-firststrand) [32]. Uniquely, mapped reads were counted for each gene using “htseq-count” in HTSeq package (v0.6.1) with gene models from Ensembl release 75 (--stranded=reverse --minaqual=10 --type=exon --idattr=gene_id --mode=union) [33]. DESeq2 was used to identify differentially expressed genes (DEGs) (adjusted *p* value <0.05) [34]. The ToppGene suite was used with default settings to identify functional enrichment in the DEG lists (http://toppgene.cchmc.org) [35]. ToppGene assesses gene lists for functional enrichment based on transcriptome studies, gene ontologies (GO, pathway), human diseases and mouse phenotypes, and literature citation.

### Microarray analysis

Our DEG lists were compared with genes activated in mouse macrophage during the transition from the M0 to the M1 and M2 activation states. The normalized expression values were downloaded from the GEO database (GSE69607), which was generated by the original authors with the RMA algorithm [36]. As the authors did not provide their lists of DEGs, we applied the limma package ver. 3.26.8 to detect DEGs [37]. Using fold change >2 and adjusted *p* values <0.05 and the BH method [38], we obtained 1780 genes that changed during M1 or M2 activation. Of the 146 down-regulated and 82 up-regulated genes that were shared between the M1 and M2 activation states provided in the original paper [36], 113 and 74 were also identified as differentially expressed in our reanalysis, respectively, indicating that our analysis obtained similar results.

### Quantitative real-time PCR (qPCR)

Quantitative real-time PCR (qPCR) was carried out as previously described using the 2^−∆∆Ct^ method to calculate relative expression levels, with β2-microglobulin (*β2M*) and *G6PD* as reference genes [39, 40]. Briefly, cDNA was generated using iScript cDNA Synthesis Kit (Bio-Rad). qPCR was carried out using the ABI 7900HT Real-Time PCR System (Applied Biosystems, Foster City, CA). Each reaction consisted of cDNA, primers, and Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA) in an 8 μl volume. Melting curve analysis of target sequences showed that all primers used in this study generated amplicons that had a single peak, without primer-dimer artifacts. Primer concentrations were optimized prior to use in qPCR experiments. Each qPCR was carried out in duplicate, with each data point repeated three times. The primers used for qPCR included (forward and reverse, respectively): *G6PD* atcatgggtgcatcggtgag and agcacctgtgatggtccaag; *B2M* tgccaaaccctctgtacttc and gctaagcattgggcacagtg; *Hspa1b* tggtgctgacgaagatgaag and ccgctgagagtcgttgaagt; Hspa8-tggagaaagtctgcaacccta and tgaagaagcaccaccagatg; *Hspa1a* gctcgaatcctatgccttca and atgacctcctggcacttgtc; *Mecp2* gtccacccttggtgagaaaa and ccttcttaggtggggaggag; *Hsph1* cacgctgggatcagaatctt and acaaccacagccacacacat; *Dnaja1* cggagaggaaaactgactgc and tgcccccttagttgacaatc; cd180 cccaacagagaagctgaagg and ggctcagattagtggcttgc. Significant differences in gene expression were assessed using a two-tailed Student’s *t* test.

## Results

Microglia were isolated from 5-week-old Het female mice who did not exhibit overt neurological signs and 24-week Het female mice who exhibited a significantly increased hindlimb clasping reflex (*p* = 7.4E−08, Fig. 1). Microglia were also isolated at the same time points from age-matched female WT controls. 

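RNA-seq gene counts were examined for microglia from 6 WT female mice, 3 at 5 weeks and 3 at 24 weeks, with 1 library per mouse. Microglia are the resident macrophages of the brain, and they were isolated from whole brains with beads that bind CD11b, a surface protein of macrophages and neutrophils. The Het libraries were not analysed here. In the authors' processing, trimmed read pairs were aligned to GRCm38 with TopHat2 2.0.13, and pairs placed at 1 position were counted per Ensembl gene on the reverse strand with HTSeq 0.6.1. The deposited values are these raw counts, without normalization, for 38924 genes. The pairs counted on genes numbered 32561074, 23198065 and 46434788 in the 5-week replicates 1, 2 and 3, and 13554336, 12755262 and 10410625 in the 24-week replicates 1, 2 and 3. The paper's Table S1 gives the input read pairs of the same libraries as 66073378, 49135314 and 98691394 at 5 weeks and 29453133, 31288101 and 24239866 at 24 weeks. A gene was tested between the ages with edgeR's quasi-likelihood test (version 4.0.16) after TMM normalization, if it had enough counts by edgeR's default filter for 3 libraries of an age, which kept 16157 genes. A gene passed at a Benjamini-Hochberg adjusted p under 0.05, and every log2 fold change is 24 weeks minus 5 weeks. Xist, the RNA that coats the inactive X chromosome of female cells, had 39978, 31677 and 59021 counts in the 5-week libraries and 34439, 36581 and 78 counts in the 24-week replicates 1, 2 and 3. Counts on the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y summed to 0 in each of the 6 libraries, which allows up to 3 counts per library from counting error alone.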

Cells were immediately frozen at −80 °C. RNA was subsequently extracted and sequenced by a strand-specific protocol (RNA-seq). The 5-week samples (Het and WT) were sequenced together in a single lane by multiplexing. The 24-week samples were similarly handled. RNA-seq reads ranged from 49,135,314–98,691,394 in the week 5 samples to 25,463,864–31,288,101 in the week 24 samples (Additional file 2: Table S1). 

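The WT libraries of the 2 ages held different shares of non-coding and mitochondrial RNA. Small non-coding RNAs, which here are small nuclear and nucleolar RNAs, those of Cajal bodies, ribozymes and other small RNAs, took 6.82 ± 0.622% of gene counts at 5 weeks and 1.51 ± 0.120% at 24 weeks (SD, n = 3 libraries per age). Most of this share lay on the 7SK RNA gene Rn7sk and the ribozyme genes Rmrp and Rpph1, chosen after their values were seen, which took 5.41 ± 0.973% and 1.28 ± 0.145%, while all the others took 1.42 ± 0.487% and 0.228 ± 0.0422%. The mitochondrial rRNAs took 1.76 ± 0.632% at 5 weeks and 0.0104 ± 0.00621% at 24 weeks (SD, n = 3). The larger of them, mt-Rnr2 (ENSMUSG00000064339, mitochondrial genome of GRCm38 from 1094 to 2675), had a log2 fold change of -8.16 (SE 0.51, adjusted p = 3.5e-06 from edgeR's quasi-likelihood test). Of the 272 small non-coding RNA genes tested, 122 fell, 26 rose and 124 did not pass, and with trends on transcript length and GC content removed 113 fell and 44 rose. Among them Vaultrc5, a vault RNA, had a log2 fold change of -6.01 (SE 0.40, adjusted p = 5.86e-06) and the snoRNA Snord15a one of -6.18 (SE 0.51, adjusted p = 2.22e-05). The mitochondrially encoded protein genes, which encode subunits of the respiratory chain and ATP synthase, took 0.523 ± 0.0116% at 5 weeks and 1.21 ± 0.164% at 24 weeks. Of the 7 tested, 6 rose and 0 fell by edgeR (6 and 0 when adjusted over the list alone), among them mt-Nd5 (log2 fold change 2.65, SE 0.13, adjusted p = 5.05e-07) and mt-Cytb (2.17, SE 0.16, adjusted p = 1.03e-05). Of 93 genes of cytosolic ribosomal proteins, 59 fell and 1 rose, with a median log2 fold change of -0.65, and with the trends removed 48 fell and 3 rose, with a median of -0.40. Protein-coding genes as a whole took 87.0 ± 0.441% of gene counts at 5 weeks and 92.5 ± 0.136% at 24 weeks. Their log2 fold change followed transcript length (Spearman's rho 0.357 across 13858 genes, which are not independent replicates). Of the 1385 genes with the shortest transcripts (median length 1096 bases) 437 fell, 60 rose and most did not pass, and of the 1386 with the longest (median 8559 bases) 507 rose, 35 fell and most did not pass. Pairs placed uniquely but on no exon of the counted strand were 41.0 ± 0.951% of all uniquely placed pairs at 5 weeks and 52.0 ± 3.14% at 24 weeks. In each of these shares the ages did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The ribosomal protein genes and the trend on length were examined after their values were seen, and since each age had its own lane, age and lane cannot be told apart in any of these values.

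**Figure D1:**
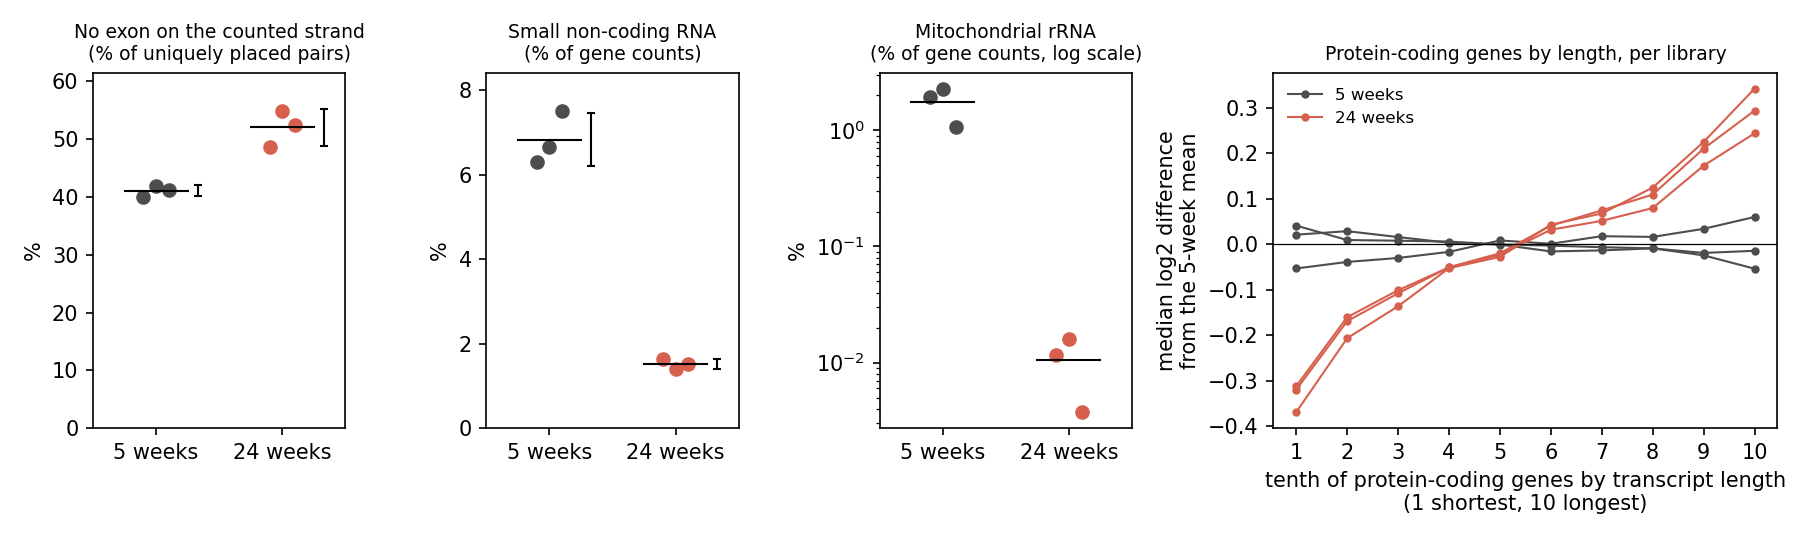
Share of uniquely placed read pairs on no exon of the counted strand, shares of gene counts on small non-coding RNA and on mitochondrial rRNA (log axis), and the median log2 difference from the 5-week mean in 10 groups of protein-coding genes ordered by transcript length. Each point is 1 WT library (each line in the last panel), bars are means and error bars are SD (n = 3 per age); the 24-week libraries lie between -0.37 and -0.31 in the shortest group and between 0.24 and 0.34 in the longest.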

As seen in the file, the number of mapped reads exceeded 90% for all samples and all samples passed similar quality controls.

**Fig. 1:**
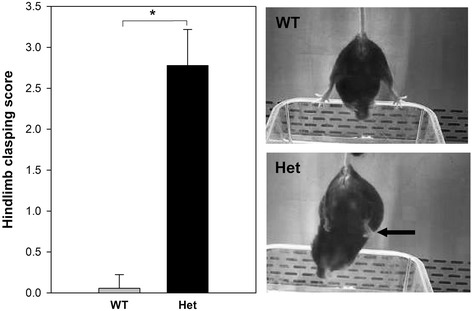
*Left panel*. Hindlimb clasping score. Het female mice were tested biweekly for the hindlimb clasping reflex and scored on a scale of 0–3 as described in the Methods section. All mice began to show the reflex after week 23. They were then scored over 3 consecutive days, and the results for each mouse were pooled. There was a significant increase in the score in the Het mice (denoted by *asterisk*, 7.4E−08, Student’s *t* test).* Right upper panel* WT mice consistently showed a lack of hindlimb clasping (outward hindlimbs) while the Het mice showed an abnormal response; clasping towards the abdomen (*arrow* *Right lower panel*)

DEGs comparing WT and Het samples were identified using the DESeq2 software package and adjusted *p* values (padj) <0.05. A total of 464 DEGs were identified at 5 weeks; 78 increased in the Het samples, while 386 decreased (Additional file 3: Table S2). This was somewhat unexpected since Mecp2 is generally viewed as a transcriptional repressor, although it certainly can act as a transcriptional activator as well [41]. For the 24-week samples, 79 DEGs were found at the padj <0.05 level (42 increased in the Het samples, 37 decreased). The DEGs separated the WT (*Mecp2* ^+/+^) and Het samples (*Mecp2* ^+/−^) into two groups, as seen in the heat map (Fig. 2). In addition, Principle component analysis (PCA) using the top 5000 most variable genes, as defined by DESeq2 showed the samples could be separated, although one of the week 24 samples (Het2) showed increased variation from the other two biological replicates (Additional file 4: Figure S2).

**Fig. 2:**
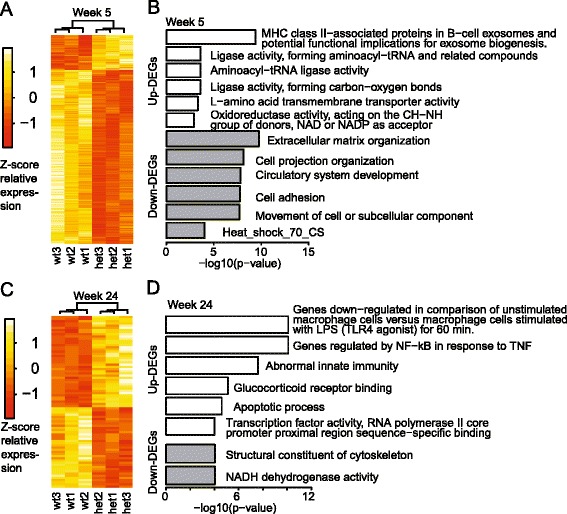
Heat map and summary of GO terms and pathways. **a**, **c** Heat maps showing differentially expressed genes in microglia between Het and WT at 5 and 24 weeks. **b**, **d** Enriched GO terms and pathways determined by the software ToppGene. The terms shown are the top enrichment terms for various categories in the DEG lists. These included gene ontology (GO) (molecular function [MF] and biological process [BP]), mouse phenotype, protein domain, co-expression, and PubMed references. All enriched terms are included in Additional file 6: Table S3

It should be noted that the greater number of DEGs in the 5-week than 24-week samples is unlikely due to deeper sequencing depth since a similar number of week 5 DEGs were obtained using half of the reads for analysis. After randomly sampling reads from the 5-week samples five times to match the read depth of the week 24 samples, we identified between 27 and 33 up-regulated and between 224 and 257 down-regulated genes in the down-sized 5-week samples, with the same statistical thresholds (Additional file 3: Table S2). Although these numbers are smaller than those obtained with the full data set, they are still much larger than the total number of week 24 DGEs (*n* = 79), strongly suggesting that read depth is not a factor causing few DEGs in week 24 samples. Additionally, we examined the expression level of all week 5 DEGs in the week 24 samples and found that these genes exhibited similar levels of expression in the week 4 and week 24 samples (Additional file 5: Figure S3).

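In WT microglia, 137 of the week 5 DEGs rose between 5 and 24 weeks, 38 fell and 287 did not pass edgeR's quasi-likelihood test, of 462 tested. With each library left out in turn, 95 to 154 rose and 22 to 40 fell, with the fewest falls without 24-week replicate 2. The mean normalized count of 401 genes (86.8%) differed by less than 2-fold between the ages, as did that of 90.4% of all genes tested, and the median absolute log2 fold change was 0.45, against 0.33 over all genes. The largest rises were in Gpr4, a proton-sensing receptor (log2 fold change 2.24, SE 0.28, adjusted p = 0.000274), Tenc1, a tensin of focal adhesions (2.00, SE 0.15, adjusted p = 1.4e-05), Rad54b, a protein of recombination repair (1.94, SE 0.23, adjusted p = 0.000183), and Sod3, the extracellular superoxide dismutase (1.91, SE 0.22, adjusted p = 0.000165). Gpr4 was low, with a mean of 0.862 normalized CPM at 5 weeks and 4.03 at 24 weeks. Markers of endothelial cells (13 of 17) and mural cells (7 of 11) also rose in these libraries, and the cell type behind these rises was not tested. Snora73b, a small nucleolar RNA gene on chromosome 4 of GRCm38 from 132352322 to 132352526, fell most, from 526 ± 102 to 9.56 ± 2.20 normalized CPM (SD, n = 3; log2 fold change -5.78, SE 0.21, adjusted p = 1.44e-07). It is one of the small non-coding RNAs, a class whose share of the counts was lower in every 24-week library. Other falls were in Scarna13, a small RNA of Cajal bodies (-2.10, SE 0.15, adjusted p = 7.63e-06), and Atp5k, a subunit of ATP synthase (-1.76, SE 0.15, adjusted p = 2.57e-05). Of the heat shock genes in Table 1, Hspa12b rose (1.08, SE 0.17, adjusted p = 0.000969) and Hspa2 fell (-0.64, SE 0.16, adjusted p = 0.0117), although Hspa2 did not pass without 24-week replicate 2 (-0.56, adjusted p = 0.0607). Hspa8, which encodes the constitutive Hsc70 chaperone, did not pass (-0.46, SE 0.19, adjusted p = 0.088) but did with DESeq2 (adjusted p = 0.0475) and without 24-week replicate 1 (-0.76, adjusted p = 0.0049). The stress-inducible Hspa1b had 290 ± 101 normalized CPM at 5 weeks and 265 ± 176 at 24 weeks (SD, n = 3), where replicate 1 had 465 and the other two 132 and 197. The same library stood apart in the chaperone gene Hsph1, with 233 normalized CPM against 80.8 and 88.2. Hsph1 did not pass (0.80, SE 0.34, adjusted p = 0.0985) but did without 24-week replicate 2 (1.05, adjusted p = 0.0468), and the co-chaperone gene Dnajb1 did not (-0.37, SE 0.16, adjusted p = 0.111) but did without 24-week replicate 1 (-0.60, adjusted p = 0.0206). Of the DEGs that the paper found decreased in Het, 118 rose and 37 fell among 386, with a median log2 fold change of 0.30, and of those increased, 19 rose and 1 fell among 76, with a median of 0.33. The DEGs hold 6 of 17 endothelial markers, 5 of which rose, 4 of 11 mural cell markers, 2 of which rose, 13 of 19 choroid plexus markers, of which 2 rose and 1 fell, and 13 of 37 extracellular matrix genes, 3 of which rose. The matrix proteoglycan Prelp was among these last (1.90, SE 0.16, adjusted p = 2.56e-05). Adjusted over the list alone, 154 of the 462 rose and 40 fell, but this is not independent evidence, since the paper chose the list on these 5-week libraries. Table S2's 5-week sheet was held in part (1998 of 38924 rows), with all 464 genes under the paper's threshold among them.

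**Figure D2:**
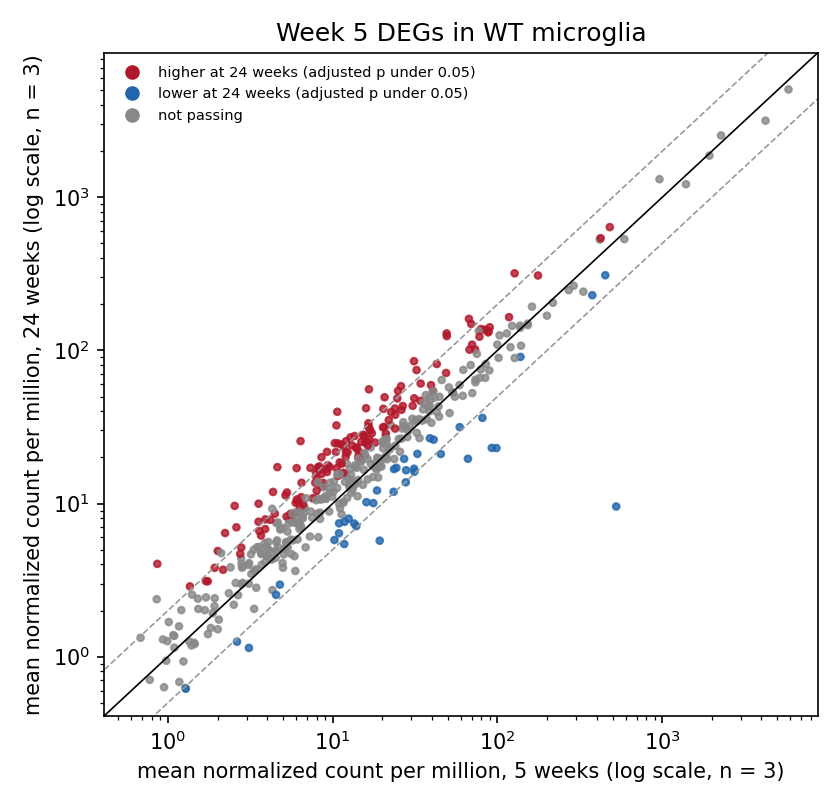
Mean normalized CPM of each of 462 week 5 DEGs in the WT libraries at 5 weeks (x axis) and 24 weeks (y axis), both on log scales, with n = 3 per age. The solid line marks equal levels, the dashed lines 2-fold differences, and colours the 137 genes that rose, the 38 that fell and the 287 that did not pass edgeR's test.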

Among the top DEGs in the 24-week samples were *Mecp2* (padj = 0.0001). In the 5-week samples, the decrease of *Mecp2* mRNA was nominally significant (*p* = 0.002), with the adjusted *p* value falling just short of significance (0.058) (Additional file 3: Table S2).

In the 5-week samples, 24 of the top 25 DEGs were down-regulated in the Het samples. The top five were *Sema3b*, *Nov*, *Dnaja1*, *Vcam1*, and *Mgp*, three of which (*Sema3b*, *Nov*, and *Vcam1*) code for cell-cell adhesion proteins or extracellular matrix (ECM) components. This is supported by the gene list enrichment analysis using the ToppGene suite [35], which reported a significant enrichment of genes associated with the ECM among down-regulated genes, resulting in ECM being the top Biological Process GO term and cell adhesion being the third (Fig. 2; see Additional file 6: Table S3 for complete enrichment analysis).

*Dnaja1* codes for a member of the heat shock protein (HSP) family of co-chaperones and is one of nine HSP-related genes that were significantly decreased in the 5-week Rett samples (Table 1). These findings were validated by qPCR (Fig. 3). According to the ToppGene enrichment analysis, genes coding for HSPs were the top protein domain detected among the down-regulated DEGs (Additional file 6: Table S3). In addition, qPCR analysis carried out on the CD11b-negative (non-microglia) fraction showed that at 5 weeks, *Hspa1b* was only one of the 5 HSP genes assayed that significantly decreased and a significant increase in *HSPA8* gene expression was detected. By contrast, HSP genes were not differentially expressed in the 24-week samples in either the microglia or non-microglia fractions (Fig. 3; Additional file 6: Table S3).

**Table 1:** Differentially expressed heat shock genes in 5-week RTT microglia

	5 weeks			24 weeks		
Gene	FC	*p* value	padj	FC	*p* value	padj
Dnaja1	−0.88	7.20E−14	3.78E−10	−0.02	8.58E−01	9.92E−01
Hspa8	−0.58	1.48E−11	2.59E−08	0.08	5.66E−01	9.45E−01
Dnajb1	−0.70	2.01E−11	2.88E−08	0.02	8.88E−01	9.93E−01
Hspb8	−0.96	5.09E−09	2.67E−06	0.08	5.66E−01	9.45E−01
Hsph1	−0.90	1.64E−06	2.90E−04	0.00	NA	NA
Hspa1b	−0.73	1.80E−05	2.08E−03	−0.02	7.89E−01	9.86E−01
Hspa2	−0.54	3.92E−05	3.89E−03	0.15	2.67E−01	8.50E−01
Hspa12b	−0.67	4.09E−05	3.98E−03	−0.14	3.37E−01	8.78E−01
Hsp90aa1	−0.43	4.30E−04	2.27E−02	−0.12	3.00E−01	8.59E−01

FC is log2(fold change of RTT/WT); *p* value indicates nominally significant differences, padj is the *p* value adjusted for multiple testing using the Benjamini-Hochberg method [37].

**Fig. 3:**
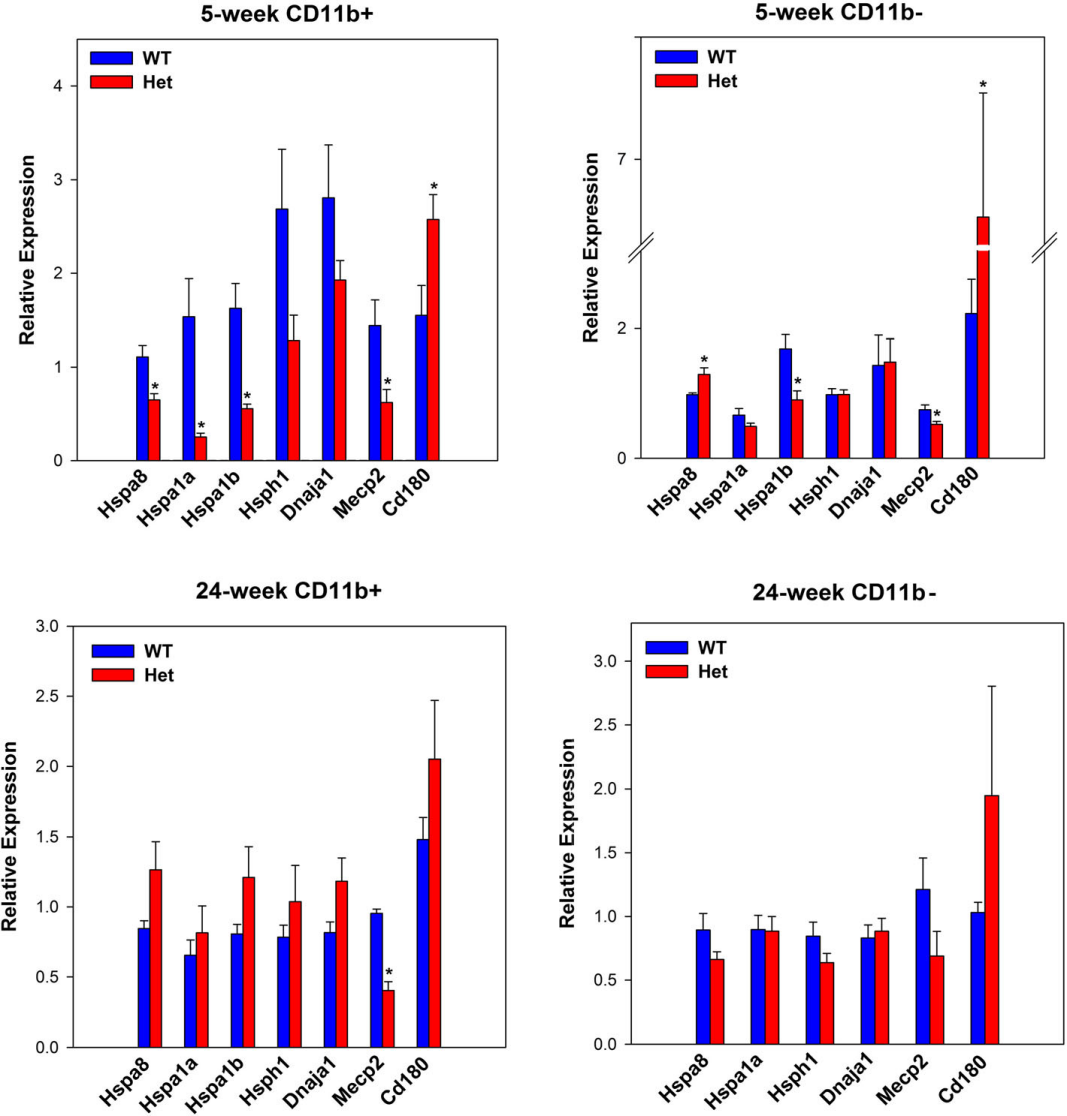
Validation of selected DEGs by qPCR. Samples were analyzed in duplicate using the 2^−∆∆Ct^ method as described in the Methods section. Significant differences between WT and Het are denoted by an asterisk (*). *p* values were derived by Student’s t test. The values are as follows: 5-week CD11b-positive fraction (microglia); Hspa8, 0.01; Hspa1a, 0.02; Hspa1b, 0.005; Hsph1, 0.08; Dnaja1, 0.2; Mecp2, 0.03, CD180, 0.03: 5-week CD11b-negative fraction; Hspa8, 0.03; Hspa1a, 0.2; Hspa1b, 0.01; Hsph1, 0.9; Dnaja1, 0.9; Mecp2, 0.01, CD180, 0.006: 24-week CD11b-positive fraction: Hspa8, 0.09; Hspa1a, 0.5; Hspa1b, 0.1; Hsph1, 0.4; Dnaja1, 0.09; Mecp2, 0.0001, CD180, 0.2: 24-week CD11b negative fraction; Hspa8, 0.1; Hspa1a, 0.9; Hspa1b, not done; Hsph1, 0.1; Dnaja1, 0.7; Mecp2, 0.1; CD180, 0.3

The top up-regulated genes in the 5-week samples were *C130026I21Rik*, *Cbln3*, *Gm10800*, *Retnla*, and *Rnf17*. Of these, *Retnla* is the most interesting because it is a marker of M2 macrophage/microglial activation [42]. The M1 and M2 activation states regulate pro-inflammatory and anti-inflammatory balance, respectively, in the brain and immune system, dysregulation of which has been implicated in ASD in patients and animal models (see below) [42–45].

There were fewer DEGs that showed an increase in expression in the 5-week samples, so the pathway analysis was less revealing. The top molecular function GO term was aminoacyl-tRNA ligase activity, which included the genes *Iars*, *Yars*, and *Mars*, one of which (*Yars*) has been implicated in developmental delay [46] (Additional file 3: Table S2). MHC class II was the top term based on the ToppGene analysis of PubMed literature, consistent with an effect on innate immunity (discussed below).

In the 24-week samples, the top protein-coding DEGs (up- or down-regulated) were *Cass4*, *Ifit2*, *Nfkbid*, *Rian*, and *Lsp1* (Additional file 3: Table S2). *Ifit2* codes for an interferon-inducible gene that inhibits virus replication [47]. *Cass4* codes for a scaffolding protein that has been implicated in Alzheimer’s disease, possibly through the toxic effects of Tau [48, 49]. *Nfkbid* codes for an NF-κB inhibitor [50]. Interestingly, the blood level of *NFKBID* RNA has been proposed as a biomarker in the differential response children with ASD to have atypical antipsychotic medications [51]. *RIAN* (*MEG8* in humans) is a non-coding RNA that maps to the human imprinted locus on 14q32. And *Lsp1* (lymphocyte-specific protein 1) codes for an intracellular F-actin binding protein that regulates neutrophil chemotaxis [52]. It is one of the few DEGs found in both the 5- and 24-week samples (increased expression in the Het samples for both). In addition to *Lsp1*, *Lpl* (lipoprotein lipase) was also differentially expressed at both 5 and 24 weeks. However, although *Lsp1* expression is lower in the Het samples at weeks 5 and 24, *Lpl* expression is higher in the Het samples at 5 weeks but lower at 24 weeks. Interestingly, reducing Lpl expression in BV2 microglia and primary microglial cells reduces microglial phagocytosis of fibrillar β-amyloid [53]. Correspondingly, reduced Lpl immunoreactivity has been found in granule cells of the dentate gyrus and the associated synaptic network in Alzheimer’s disease postmortem samples compared to control tissue [54]. The altered expression of *Lpl* in both sets of samples, and its differential expression between the 5- and 24-weeks samples, supports the idea that microglial phagocytosis could be disrupted in the RTT, as suggested in other studies [27, 55].

Because of the small number of DEGs, the ToppGene enrichment analysis for the 24-week DEGs should be viewed with caution. Nevertheless, several GO terms stand out. Notably, the top molecular function GO term enriched for DEGs that increased in the Het samples was glucocorticoid receptor binding, and abnormal innate immunity was the top mouse phenotype (Additional file 6: Table S3). This is consistent with a recent study showing that *Mecp2* deficiency leads to dysregulation of inflammatory responses in microglia and macrophages and to abnormalities in genes induced by glucocorticoids [56].

Similarly, the top terms for co-expression genes enriched with DEGs were related to aspects of innate immunity, including genes down-regulated in macrophage cells stimulated with LPS, a TLR4 agonist, and genes regulated by NF-kB in response to TNF.

### Comparison of DEGs with M1 and M2 activation states

Based on the finding that *Retnla* was a top up-regulated DEG in the 5-week samples and the enrichment of genes involved in innate immunity in the 24-week up-regulated DEGs, we examined our DEG lists systematically for markers of M1 and M2 activation.

For this assessment, we examined transcriptomes obtained from mouse macrophages that were stimulated towards both M1 and M2 pathways (GEO accession number GSE90736) [36]. We reanalyzed the microarray data and obtained 1780 DEGs that changed expression in activated M1 or M2 macrophages. A significant degree of overlap was found for genes associated with both the M1 and M2 activation states among the 5- and 24-week DEGs (Table 2; Additional file 7: Table S4). The smaller number of M1- and M2-activated genes among the 24-week DEGs compared to week 5 reflects the lower number of DEGs found at 24 weeks, as noted above. This does not appear to be due to differences in the depth of sequencing. 

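Of the 76 M1/M2-associated genes that were DEGs only at 5 weeks, 20 rose in WT microglia between 5 and 24 weeks, 6 fell and 50 did not pass edgeR's quasi-likelihood test. Ptrf, which encodes a coat protein of caveolae (ENSMUSG00000004044, chromosome 11 of GRCm38 from 100956733 to 100970887), rose most, from 16.6 ± 1.71 to 55.7 ± 3.53 normalized CPM (SD, n = 3 per age; log2 fold change 1.75, SE 0.12, adjusted p = 7.63e-06). Cd180, a relative of the Toll-like receptors (ENSMUSG00000021624, chromosome 13 from 102693558 to 102739629), rose from 127 ± 6.27 to 319 ± 52.2 (log2 fold change 1.33, SE 0.13, adjusted p = 6.45e-05). The amino acid transporters Slc7a1 (1.26, SE 0.15, adjusted p = 0.0002) and Slc7a5 (0.93, SE 0.11, adjusted p = 0.000184) and the adhesion protein gene Cdh1 (1.56, SE 0.30, adjusted p = 0.00327) rose as well. Markers of endothelial cells (13 of 17, and 15 when adjusted over the list alone) and of mural cells (7 of 11, and 8) also rose in these libraries, and the endothelial marker Ly6a, chosen after its values were seen, is among the 76 genes and rose (log2 fold change 0.55, SE 0.11, adjusted p = 0.00489). The chemokine gene Cxcl2 (ENSMUSG00000058427, chromosome 5 from 90903871 to 90905938) fell most, from 45.3 ± 9.64 to 21.1 ± 4.01 (log2 fold change -1.10, SE 0.18, adjusted p = 0.00117). The stress-response gene Gadd45b (-0.97, SE 0.20, adjusted p = 0.0055) and the circadian transcription factor genes Dbp (-0.76, SE 0.16, adjusted p = 0.00564) and Nr1d2 (-0.61, SE 0.13, adjusted p = 0.00672) also fell. Of the genes raised in M1 macrophages, 5 of 28 rose and 4 fell, and of those lowered in M1, 9 of 26 rose and 2 fell. Of the genes raised in M2 macrophages, 9 of 34 rose and 1 fell, and of those lowered in M2, 4 of 13 rose and 3 fell. Iars, the isoleucyl-tRNA synthetase gene, rose (0.47, SE 0.10, adjusted p = 0.0066), and its tyrosyl counterpart Yars had the smallest change of the 76 (-0.01, SE 0.12, adjusted p = 0.967). Retnla, a secreted marker of M2 macrophages, had 0.775 ± 0.217 normalized CPM at 5 weeks and 0.705 ± 0.408 at 24 weeks (log2 fold change -0.12, SE 0.46, adjusted p = 0.863). The levels of 69 genes differed by less than 2-fold, and the median log2 fold change was 0.22; in the normalized counts of Table S4, which are the paper's, 69 genes also did and the median was 0.20. The median absolute log2 fold change of 0.34 lay at percentile 90.5 of 10000 random lists of 76 genes of like expression, whose own range was 0.22 to 0.37 when the lowest and highest 2.5% were left out, and with 1 library left out it lay between percentile 69.2 (without 5-week replicate 3) and 98.9 (without 24-week replicate 1). In 35 of the 76 genes (46.1%) the libraries of the ages did not overlap, where chance gives 10% and all genes tested gave 45.1%. When adjusted over the list alone 21 genes rose and 6 fell, which is not independent evidence because the list was chosen on the 5-week libraries.

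**Figure D3:**
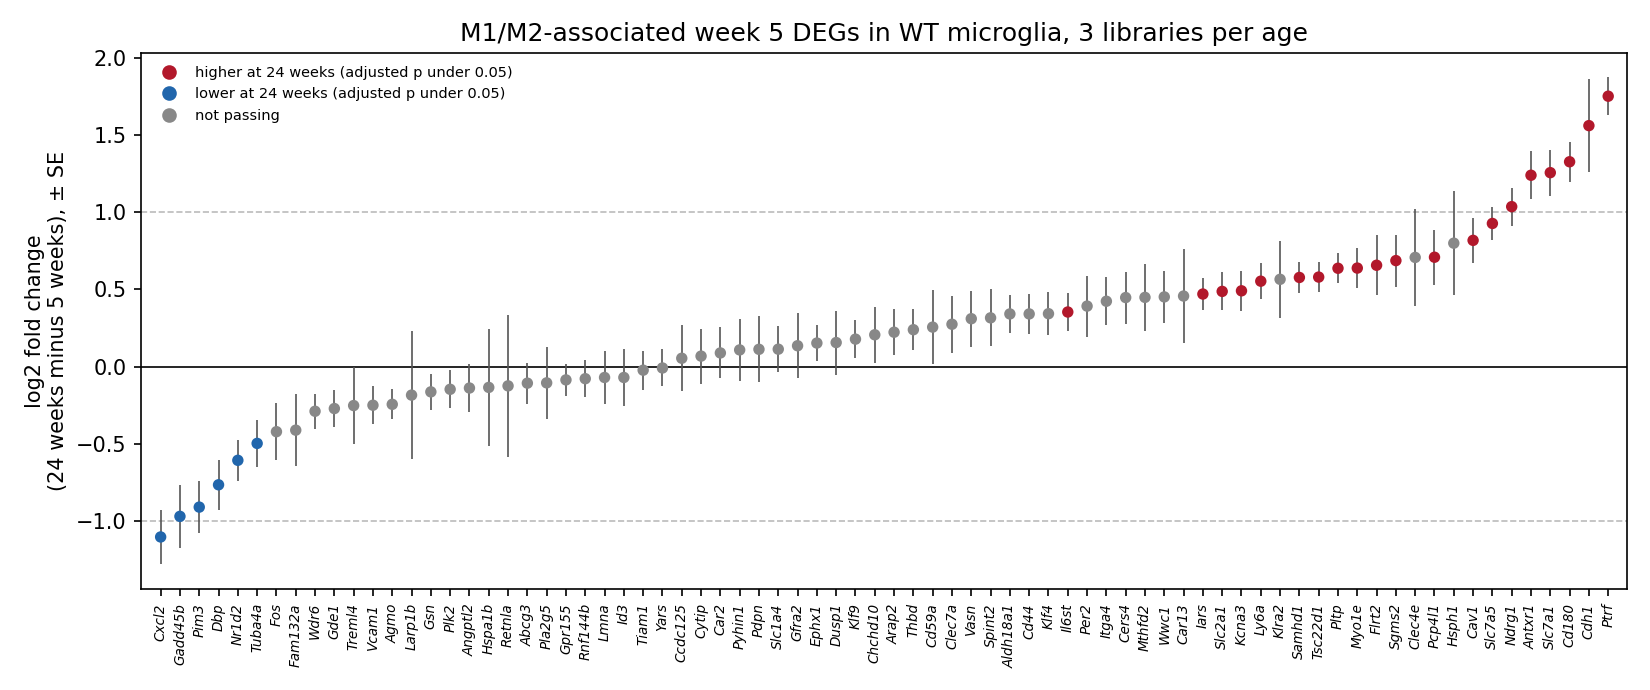
Log2 fold change (24 weeks minus 5 weeks) of each of the 76 M1/M2-associated genes in WT microglia, sorted, with SE from edgeR's fit (3 libraries per age). Red points passed the test as higher at 24 weeks, blue points as lower and grey points did not pass; values run from -1.10 (Cxcl2) to 1.75 (Ptrf), and dashed lines mark 2-fold changes.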

We analyzed the 76 M1/M2 genes that were only differentially expressed in week 5 and found that the normalized read counts for these genes were very similar between week 5 and week 24 WT samples (Additional file 7: Table S4). This indicates that the lack of expression changes in week 24 between the Het and WT samples is unlikely affected by the lower sequencing depth.

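At the depth of the 24-week WT libraries, 75 of the 76 genes had a mean raw count of at least 10, and at that of the 5-week libraries all 76 had. The exception was Retnla, with a mean of 26.7 counts at 5 weeks and 9.33 at 24 weeks (n = 3 per age). A mean of at least 50 counts was reached by 72 of these genes at 24 weeks and by 74 at 5 weeks. The median gene of the list had a mean count of 334 at 24 weeks and 793 at 5 weeks. When the 5-week counts were thinned at random to the median total of the 24-week libraries, which kept 39.2%, 55.0% and 27.5% of the counts of replicates 1, 2 and 3, the median gene had 307 counts, 75 genes still had at least 10 and 70 at least 50. Over all 464 week 5 DEGs, 457 had a mean of at least 10 counts at 24 weeks, 462 at 5 weeks and 459 after thinning. The DEGs below that level at 24 weeks were Gpr3, Gm10800, Retnla, 0610009E02Rik, Pcsk1, Ly6i and Gm22192, of which all but Retnla and Gm10800 were named after their values were seen. Gpr3, an orphan receptor, had a mean of 42.7 counts at 5 weeks and 7.67 at 24 weeks, and Pcsk1, a prohormone convertase, had 39 and 7.67 (n = 3). These counts give the depth behind each gene in WT mice only, since the difference between Het and WT at 24 weeks was not analysed here. From the similar normalized counts of the 76 genes at the 2 ages in WT samples, the paper reasons that the lower depth at 24 weeks is unlikely to account for the lack of changes between Het and WT at that age.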

**Table 2:** Comparison of DEGs with genes activated in M1 and M2 macrophages

Mecp2 DEGs	M1/M2 expression	Shared genes	*p* value
5 week (*n* = 464)	M1 down	28	1.83E−04
	M1 up	28	1.34E−05
	M2 down	13	3.21E−02
	M2 up	34	1.86E−12
24 week (*n* = 79)	M1 down	8	2.10E−03
	M1 up	6	1.44E−02
	M2 down	7	2.68E−04
	M2 up	8	7.90E−05

DEGs in 5- and 24-week microglia identified in this study were compared with genes activated to produce M1 and M2 macrophages from a baseline state (M0) in mouse [55]. The *p* values for the gene overlaps were determined by Fisher’s exact test

It should be pointed out, however, that despite the significant overlap, there was no correlation with the direction of change in our samples (e.g., many genes that were up-regulated in RTT microglia were down-regulated in M1 and M2 macrophages). This suggests that the M1 and M2 activation states in RTT microglia may be disrupted by Mecp2 deficiency in both pre-phenotypic and phenotypic female mice. The findings, however, do not address whether altered expression of M1- and M2-associated genes is a primary event or secondary to neuronal dysfunction that is triggering microglial activation.

These findings are again consistent with some of the findings described by Cronk et al., who showed that *Mecp2* deficiency leads to dysregulation of inflammatory responses in microglia and macrophage [56].

## Discussion

The role of microglia in ASD in general and RTT in particular is an intriguing pathophysiological perspective to consider. Several transcriptome studies show that microglia- and immune/inflammatory-associated genes are among the top DEGs in comparisons made between the ASD and control brains [45, 57, 58]. However, a key question is whether this activation is a primary or secondary phenomenon. The existing evidence points to the latter. In a study by Gupta et al., for example, a negative correlation was found between the differentially expressed neuronal module and the M2 activation state [45]. In addition, Voineagu et al. showed that the transcriptome changes they observed in the ASD brains converge with GWAS data, which are enriched for neuronal genes, in particular genes coding for synaptic proteins; immune changes have a less pronounced genetic component, suggesting that the differential expression found in ASD is secondary [58]. This idea is consistent with the key role of microglia in synaptic pruning [59–61]. A reasonable hypothesis is that a primary defect in neurons leading to dysfunctional synaptogenesis is triggering microglial activation and synaptic pruning, which is then reflected in the postmortem gene expression findings. The importance of dysfunctional synaptic pruning in neuropsychiatric disorders was highlighted in a recent study showing that allelic variation in complement component 4 (C4) genes is associated with schizophrenia: C4 is a key regulator of microglia-mediated synaptic pruning [62]. In addition, genetic studies show that genetic variation in *CSMD1*, which codes for a complement regulator, is a risk factor for both ASD and SZ [63, 64].

On the other hand, there is some support for the idea that a primary defect in microglial function could also be involved in some ASD cases. For example, disruption of genes that regulate microglial phagocytosis, such as annexin 1 (*ANXA1*) and MER proto-oncogene tyrosine kinase (*MERTK*), which are expressed at markedly elevated levels in microglia compared with neurons [65], have been found in rare, ASD-related CNVs and loss of function mutations in exome sequencing studies [66–68].

The possibility for a direct role of microglia in RTT is controversial, however. As noted in the introduction, restoring macrophage function in a mouse RTT model was reported to alleviate some symptoms in one study, but not another [27, 28]. In addition, Schafer et al. suggested recently that while microglia may contribute to the RTT phenotype by enhancing engulfment and the elimination of presynaptic inputs at the end stage of disease, specific loss or gain of *Mecp2* expression in microglia were not primary events [29]. On the other hand, *Mecp2* deficiency leads to dysregulation of inflammatory responses in microglia and macrophages, which could alter their function and contribute to some aspects of disease pathogenesis [56], which is supported by our findings .

With these findings in mind, we carried out a transcriptome study in microglia derived from female Het mice, a model that more closely mimics clinical RTT, which occurs in females. One of our significant findings was that genes coding for nine HSP proteins were markedly decreased in microglia from pre-phenotypic female RTT mice. By contrast, no differences in HSP gene expression were detected in the 24-week samples derived from mice that had developed neurological symptoms. This suggests that in pre-phenotypic female mice, microglia could be susceptible to hyperthermia and perhaps other cellular stressors that function through the HSP pathway, such as oxidative stress, hypoxic stress, and inflammation. HSPs are molecular chaperones that play a role in brain function by preventing protein misfolding and by promoting the degradation of proteins that are improperly folded [69, 70]. Upon exposure to cellular stress, an increase in expression occurs, which protects cells from apoptosis. Although there are no studies suggesting that HSPs play a role in RTT, there is some evidence pointing to other forms of cellular stress having an impact. For example, reduced Mecp2 expression leads to redox imbalance and oxidative stress [71–73]. In addition, increased expression of hypoxia-induced transcripts was found in *Mecp2*-deficient microglia and peritoneal macrophages [56].

Another significant finding in our study is that both 5- and 24-week DEGs were significantly enriched for genes that are associated with both the M1 and M2 activation states, suggesting that neuroinflammation is an active process in both pre- and post-phenotypic RTT mice. Curiously, however, disparate M1 and M2 gene sets were differentially expressed in pre-phenotypic and phenotypic microglia. This could be due, perhaps, to a temporal difference in microglial activation in RTT that are specific to microglia per se, or exogenous, due to interactions with other cell types in the brain; microglia can be activated through contact with neurons via the pruning of weak, ineffective synapses, and with activated astrocytes, oligodendrocytes, and endothelial cells [74–76].

Disparate findings in pre-phenotypic and phenotypic microglia were also observed by Cronk et al. who showed that compared with control males, microglia have significantly smaller soma in pre-phenotypic *Mecp2*-null mice, but larger soma (indicative of microglial activation) in phenotypic mice [56].

Although overall, there was overlap with the Cronk et al. transcriptome findings on a general level (i.e., altered expression of inflammatory and cellular stress genes); there was limited overlap in DEGs per se, perhaps owing to differences in sex; we used females and their RNA-seq data were obtained using males, or temporal differences (early phenotype vs late phenotype).

Finally, the enrichment of DEGs that contribute to the ECM in the 5-week RTT samples is interesting in view of the contribution made by microglia, albeit modest compared with astrocytes and neurons, to ECM homeostasis [77–81]. Considering the importance of the ECM in maintaining synaptic function, the altered expression of ECM components and regulators in the pre-phenotypic phase could play some role in the synaptic dysfunction that ultimately leads to clinical symptoms.

Overall, our results suggest that the molecular alterations in *Mecp2*-deficient microglia are relatively small but certain genes may have important roles in modulating synaptic homeostasis and function.

A caveat to our findings is that the microglia from Het mice were not separated into WT and Mecp2-null cells. Thus, X chromosome skewing could have had an impact on our results. We computed the ratio of RNA-seq reads mapped to the deleted exons (exons 3 and 4) vs the reads mapped to the undeleted exons (exons 1 and 2) and then compared the ratios between Mecp2 Het and WT samples. Based on this, we estimate that the Mecp2-null cells were probably present in ~40% of the cells used for RNA sequencing (data not shown) suggesting that X chromosome skewing did not have a significant impact on our findings. However, follow-up single-cell sequencing studies will be necessary to better resolve this.

In addition, follow-up functional studies are needed to validate our findings, in particular, whether microglia derived from pre-phenotypic RTT mice show an altered response to heat shock and other stressors that require an intact HSP response, the dysfunction of which might compromise microglial function, contributing to the development of symptoms later in life.

## Conclusions

Transcriptome analysis was carried out on microglia from control female mice and heterozygous female mice carrying one Mecp2-null allele—a mouse model of Rett syndrome—at two time points; 5 weeks, prior to the onset of neurological symptoms (pre-phenotypic) and 24 weeks, after the development of neurological symptoms (phenotypic). Genes involved in innate immunity and in M1 and M2 macrophage activation were differentially expressed at both time points, although different sets of genes were found at the two time points. In addition, a number of heat shock genes were differentially expressed at 5 weeks, but not at 24 weeks. These findings suggest that pre-phenotypic female mice may have alterations in their capacity to response to heat stress and other stressors that function through the HSP pathway, as well as dysregulated expression of genes involved in innate immunity, both of which might contribute to the later development of neurological symptoms.

## Additional files

Additional file 1: Figure S1. Representative histograms from the FACS analysis CD11b+ and CD11b− fractions obtained in the microglial isolation procedure. (JPG 62 kb)

Additional file 2: Table S1. Total number of reads and mapped reads in 5- and 24-week Het females and WT controls. The mapping statistics were from tophat2 alignment report. QC of mapping results was done with RSeQC [82]. (XLSX 11 kb)

Additional file 3: Table S2. Entire gene list for Het vs WT in 5-week (sheet 1) and 24-week microglia (sheet 2). The genes are listing in descending order according to the adjusted *p* value (padj). Sheet 3 shows the number of DEGs in the 5-week samples after repeating the analysis five times by randomly sampling from the 5-week samples the numbers of RNA-seq reads matching to the read depth of the week 24 samples. (XLSX 7264 kb)

Additional file 4: Figure S2. Principal components analysis (PCA) was carried out on the top 5000 most variable genes as defined by the software DESeq2. The samples could be separated using PC1 and PC3. (JPG 47 kb)

Additional file 5: Figure S3. A heat map shows the expression level of all week 5 DEGs across all samples, where expression levels here are quantified by normalized read counts (log10-transformed). As seen in the heat map, similar levels of expression were found in the week 4 and week 24 samples. (JPG 103 kb)

Additional file 6: Table S3. Enrichment analysis of DEGs using the ToppGene suite. 5-week down-regulated DEGs (sheet 1); 5-week up-regulated DEGs (sheet 2); 24-week down-regulated DEGs (sheet 3); and 24-week up-regulated DEGs (sheet 4). (XLSX 7206 kb)

Additional file 7: Table S4. DEGs that overlap with M1- and M2-activated genes. Week 5 and week 24 DEGs were compared with genes activated in mouse macrophage following M1 and M2 activation found by Jablonski et al. as described in the Methods section [36]. Each sheet contains the overlap of up- or down-regulated genes with M1- or M2-activated genes. (XLSX 502 kb)

## Abbreviations

ASD: Autism spectrum disorders
C4: Complement component 4
DEG: Differentially expressed genes
ECM: Extracellular matrix
ES: Embryonic stem cells
GO: Gene ontogeny
Het: Heterozygote
HSP: Heat shock protein
MHC: Major histocompatibility
PCA: Principal component analysis
qPCR: Quantitative real-time PCR
RTT: Rett syndrome

## References

[1] Amir RE, Van den Veyver IB, Wan M, Tran CQ, Francke U, Zoghbi HY (1999). Rett syndrome is caused by mutations in X-linked MECP2, encoding methyl-CpG-binding protein 2. Nat Genet.

[2] Pohodich AE, Zoghbi HY (2015). Rett syndrome: disruption of epigenetic control of postnatal neurological functions. Hum Mol Genet.

[3] Mellen M, Ayata P, Dewell S, Kriaucionis S, Heintz N (2012). MeCP2 binds to 5hmC enriched within active genes and accessible chromatin in the nervous system. Cell.

[4] Guo JU, Su Y, Shin JH, Shin J, Li H, Xie B, Zhong C, Hu S, Le T, Fan G, Zhu H, Chang Q, Gao Y, Ming GL, Song H (2014). Distribution, recognition and regulation of non-CpG methylation in the adult mammalian brain. Nat Neurosci.

[5] Cheng TL, Wang Z, Liao Q, Zhu Y, Zhou WH, Xu W, Qiu Z (2014). MeCP2 suppresses nuclear microRNA processing and dendritic growth by regulating the DGCR8/Drosha complex. Dev Cell.

[6] Bianciardi L, Fichera M, Failla P, Di Marco C, Grozeva D, Mencarelli MA, Spiga O, Mari F, Meloni I, Raymond L, Renieri A, Romano C, Ariani F. MECP2 missense mutations outside the canonical MBD and TRD domains in males with intellectual disability. J Hum Genet. 2016;61(2):95–101.10.1038/jhg.2015.118PMC477057126490184

[7] Adegbola AA, Gonzales ML, Chess A, LaSalle JM, Cox GF (2009). A novel hypomorphic MECP2 point mutation is associated with a neuropsychiatric phenotype. Hum Genet.

[8] Hara M, Ohba C, Yamashita Y, Saitsu H, Matsumoto N, Matsuishi T (2015). De novo SHANK3 mutation causes Rett syndrome-like phenotype in a female patient. Am J Med Genet A.

[9] Sajan SA, Jhangiani SN, Muzny DM, Gibbs RA, Lupski JR, Glaze DG, Kaufmann WE, Skinner SA, Annese F, Friez MJ, Lane J, Percy AK, Neul JL. Enrichment of mutations in chromatin regulators in people with Rett syndrome lacking mutations in MECP2. Genet Med. 2017;19(1):13–9.10.1038/gim.2016.42PMC510717627171548

[10] Lucariello M, Vidal E, Vidal S, Saez M, Roa L, Huertas D, Pineda M, Dalfo E, Dopazo J, Jurado P, Armstrong J, Esteller M (2016). Whole exome sequencing of Rett syndrome-like patients reveals the mutational diversity of the clinical phenotype. Hum Genet.

[11] McCarthy SE, Gillis J, Kramer M, Lihm J, Yoon S, Berstein Y, Mistry M, Pavlidis P, Solomon R, Ghiban E, Antoniou E, Kelleher E, O'Brien C, Donohoe G, Gill M, Morris DW, McCombie WR, Corvin A (2014). De novo mutations in schizophrenia implicate chromatin remodeling and support a genetic overlap with autism and intellectual disability. Mol Psychiatry.

[12] Wong EH, So HC, Li M, Wang Q, Butler AW, Paul B, Wu HM, Hui TC, Choi SC, So MT, Garcia-Barcelo MM, McAlonan GM, Chen EY, Cheung EF, Chan RC, Purcell SM, Cherny SS, Chen RR, Li T, Sham PC (2014). Common variants on Xq28 conferring risk of schizophrenia in Han Chinese. Schizophr Bull.

[13] Lombardi LM, Baker SA, Zoghbi HY (2015). MECP2 disorders: from the clinic to mice and back. J Clin Invest.

[14] Chen RZ, Akbarian S, Tudor M, Jaenisch R (2001). Deficiency of methyl-CpG binding protein-2 in CNS neurons results in a Rett-like phenotype in mice. Nat Genet.

[15] He LJ, Liu N, Cheng TL, Chen XJ, Li YD, Shu YS, Qiu ZL, Zhang XH (2014). Conditional deletion of Mecp2 in parvalbumin-expressing GABAergic cells results in the absence of critical period plasticity. Nat Commun.

[16] Giacometti E, Luikenhuis S, Beard C, Jaenisch R (2007). Partial rescue of MeCP2 deficiency by postnatal activation of MeCP2. Proc Natl Acad Sci U S A.

[17] Xu X, Miller EC, Pozzo-Miller L (2014). Dendritic spine dysgenesis in Rett syndrome. Front Neuroanat.

[18] Jentarra GM, Olfers SL, Rice SG, Srivastava N, Homanics GE, Blue M, Naidu S, Narayanan V (2010). Abnormalities of cell packing density and dendritic complexity in the MeCP2 A140V mouse model of Rett syndrome/X-linked mental retardation. BMC Neurosci.

[19] Ure K, Lu H, Wang W, Ito-Ishida A, Wu Z, He LJ, Sztainberg Y, Chen W, Tang J, Zoghbi HY. Restoration of Mecp2 expression in GABAergic neurons is sufficient to rescue multiple disease features in a mouse model of Rett syndrome. Elife. 2016;5:10.7554/eLife.14198.10.7554/eLife.14198PMC494689727328321

[20] Meng X, Wang W, Lu H, He LJ, Chen W, Chao ES, Fiorotto ML, Tang B, Herrera JA, Seymour ML, Neul JL, Pereira FA, Tang J, Xue M, Zoghbi HY. Manipulations of MeCP2 in glutamatergic neurons highlight their contributions to Rett and other neurological disorders. Elife. 2016;5:10.7554/eLife.14199.10.7554/eLife.14199PMC494690627328325

[21] Weng SM, McLeod F, Bailey ME, Cobb SR (2011). Synaptic plasticity deficits in an experimental model of Rett syndrome: long-term potentiation saturation and its pharmacological reversal. Neuroscience.

[22] Ramocki MB, Tavyev YJ, Peters SU (2010). The MECP2 duplication syndrome. Am J Med Genet A.

[23] Nageshappa S, Carromeu C, Trujillo CA, Mesci P, Espuny-Camacho I, Pasciuto E, Vanderhaeghen P, Verfaillie CM, Raitano S, Kumar A, Carvalho CM, Bagni C, Ramocki MB, Araujo BH, Torres LB, Lupski JR, Van Esch H, Muotri AR. Altered neuronal network and rescue in a human MECP2 duplication model. Mol Psychiatry. 2016;21(2):178–88.10.1038/mp.2015.128PMC472052826347316

[24] Lioy DT, Garg SK, Monaghan CE, Raber J, Foust KD, Kaspar BK, Hirrlinger PG, Kirchhoff F, Bissonnette JM, Ballas N, Mandel G (2011). A role for glia in the progression of Rett’s syndrome. Nature.

[25] Nguyen MV, Felice CA, Du F, Covey MV, Robinson JK, Mandel G, Ballas N (2013). Oligodendrocyte lineage cells contribute unique features to Rett syndrome neuropathology. J Neurosci.

[26] Jin LW, Horiuchi M, Wulff H, Liu XB, Cortopassi GA, Erickson JD, Maezawa I (2015). Dysregulation of glutamine transporter SNAT1 in Rett syndrome microglia: a mechanism for mitochondrial dysfunction and neurotoxicity. J Neurosci.

[27] Derecki NC, Cronk JC, Lu Z, Xu E, Abbott SB, Guyenet PG, Kipnis J (2012). Wild-type microglia arrest pathology in a mouse model of Rett syndrome. Nature.

[28] Wang J, Wegener JE, Huang TW, Sripathy S, De Jesus-Cortes H, Xu P, Tran S, Knobbe W, Leko V, Britt J, Starwalt R, McDaniel L, Ward CS, Parra D, Newcomb B, Lao U, Nourigat C, Flowers DA, Cullen S, Jorstad NL, Yang Y, Glaskova L, Vingeau S, Kozlitina J, Yetman MJ, Jankowsky JL, Reichardt SD, Reichardt HM, Gartner J, Bartolomei MS, Fang M, Loeb K, Keene CD, Bernstein I, Goodell M, Brat DJ, Huppke P, Neul JL, Bedalov A, Pieper AA (2015). Wild-type microglia do not reverse pathology in mouse models of Rett syndrome. Nature.

[29] Schafer DP, Heller CT, Gunner G, Heller M, Gordon C, Hammond T, Wolf Y, Jung S, Stevens B. Microglia contribute to circuit defects in Mecp2 null mice independent of microglia-specific loss of Mecp2 expression. Elife. 2016; 5:10.7554/eLife.15224.10.7554/eLife.15224PMC496145727458802

[30] Guy J, Hendrich B, Holmes M, Martin JE, Bird A (2001). A mouse Mecp2-null mutation causes neurological symptoms that mimic Rett syndrome. Nat Genet.

[31] Lieu CA, Chinta SJ, Rane A, Andersen JK (2013). Age-related behavioral phenotype of an astrocytic monoamine oxidase-B transgenic mouse model of Parkinson’s disease. PLoS One.

[32] Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol.

[33] Anders S, Pyl PT, Huber W (2015). HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics.

[34] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[35] Chen J, Bardes EE, Aronow BJ, Jegga AG (2009). ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Res.

[36] Jablonski KA, Amici SA, Webb LM, Ruiz-Rosado Jde D, Popovich PG, Partida-Sanchez S, Guerau-de-Arellano M (2015). Novel markers to delineate murine M1 and M2 macrophages. PLoS One.

[37] Smyth GK, Michaud J, Scott HS (2005). Use of within-array replicate spots for assessing differential expression in microarray experiments. Bioinformatics.

[38] Hochberg Y, Benjamini Y (1990). More powerful procedures for multiple significance testing. Stat Med.

[39] Wang P, Lin M, Pedrosa E, Hrabovsky A, Zhang Z, Guo W, Lachman HM, Zheng D (2015). CRISPR/Cas9-mediated heterozygous knockout of the autism gene CHD8 and characterization of its transcriptional networks in neurodevelopment. Mol Autism.

[40] Lin M, Pedrosa E, Hrabovsky A, Chen J, Puliafito BR, Gilbert SR, Zheng D, Lachman HM (2016). Integrative transcriptome network analysis of iPSC-derived neurons from schizophrenia and schizoaffective disorder patients with 22q11.2 deletion. BMC Syst Biol.

[41] Della Ragione F, Vacca M, Fioriniello S, Pepe G, D'Esposito M. MECP2, a multi-talented modulator of chromatin architecture. Brief Funct Genomics. 2016;15(6):420–31.10.1093/bfgp/elw02327296483

[42] Ansari MA (2015). Temporal profile of M1 and M2 responses in the hippocampus following early 24 h of neurotrauma. J Neurol Sci.

[43] Reus GZ, Fries GR, Stertz L, Badawy M, Passos IC, Barichello T, Kapczinski F, Quevedo J (2015). The role of inflammation and microglial activation in the pathophysiology of psychiatric disorders. Neuroscience.

[44] Onore CE, Schwartzer JJ, Careaga M, Berman RF, Ashwood P (2014). Maternal immune activation leads to activated inflammatory macrophages in offspring. Brain Behav Immun.

[45] Gupta S, Ellis SE, Ashar FN, Moes A, Bader JS, Zhan J, West AB, Arking DE (2014). Transcriptome analysis reveals dysregulation of innate immune response genes and neuronal activity-dependent genes in autism. Nat Commun.

[46] Nowaczyk MJ, Huang L, Tarnopolsky M, Schwartzentruber J, Majewski J, Bulman DE, FORGE Canada Consortium, Care4Rare Canada Consortium, Hartley T, Boycott KM. A novel multisystem disease associated with recessive mutations in the tyrosyl-tRNA synthetase (YARS) gene. Am J Med Genet A. 2016.10.1002/ajmg.a.3797327633801

[47] Fensterl V, Sen GC (2015). Interferon-induced Ifit proteins: their role in viral pathogenesis. J Virol.

[48] Dourlen P, Fernandez-Gomez FJ, Dupont C, Grenier-Boley B, Bellenguez C, Obriot H, Caillierez R, Sottejeau Y, Chapuis J, Bretteville A, Abdelfettah F, Delay C, Malmanche N, Soininen H, Hiltunen M, Galas MC, Amouyel P, Sergeant N, Buee L, Lambert JC, Dermaut B. Functional screening of Alzheimer risk loci identifies PTK2B as an in vivo modulator and early marker of Tau pathology. Mol Psychiatry. 2016. doi:10.1038/mp.2016.59. [Epub ahead of print]10.1038/mp.2016.59PMC544402427113998

[49] Beecham GW, Hamilton K, Naj AC, Martin ER, Huentelman M, Myers AJ, Corneveaux JJ, Hardy J, Vonsattel JP, Younkin SG, Bennett DA, De Jager PL, Larson EB, Crane PK, Kamboh MI, Kofler JK, Mash DC, Duque L, Gilbert JR, Gwirtsman H, Buxbaum JD, Kramer P, Dickson DW, Farrer LA, Frosch MP, Ghetti B, Haines JL, Hyman BT, Kukull WA, Mayeux RP, Pericak-Vance MA, Schneider JA, Trojanowski JQ, Reiman EM, Schellenberg GD, Montine TJ, Alzheimer’s Disease Genetics Consortium (ADGC) (2014). Genome-wide association meta-analysis of neuropathologic features of Alzheimer's disease and related dementias. PLoS Genet.

[50] Schott J, Reitter S, Philipp J, Haneke K, Schafer H, Stoecklin G (2014). Translational regulation of specific mRNAs controls feedback inhibition and survival during macrophage activation. PLoS Genet.

[51] Lit L, Sharp FR, Bertoglio K, Stamova B, Ander BP, Sossong AD, Hendren RL (2012). Gene expression in blood is associated with risperidone response in children with autism spectrum disorders. Pharmacogenomics J.

[52] Hossain M, Qadri SM, Xu N, Su Y, Cayabyab FS, Heit B, Liu L (2015). Endothelial LSP1 modulates extravascular neutrophil chemotaxis by regulating nonhematopoietic vascular PECAM-1 expression. J Immunol.

[53] Ma Y, Bao J, Zhao X, Shen H, Lv J, Ma S, Zhang X, Li Z, Wang S, Wang Q, Ji J (2013). Activated cyclin-dependent kinase 5 promotes microglial phagocytosis of fibrillar beta-amyloid by up-regulating lipoprotein lipase expression. Mol Cell Proteomics.

[54] Gong H, Dong W, Rostad SW, Marcovina SM, Albers JJ, Brunzell JD, Vuletic S (2013). Lipoprotein lipase (LPL) is associated with neurite pathology and its levels are markedly reduced in the dentate gyrus of Alzheimer’s disease brains. J Histochem Cytochem.

[55] Derecki NC, Cronk JC, Kipnis J (2013). The role of microglia in brain maintenance: implications for Rett syndrome. Trends Immunol.

[56] Cronk JC, Derecki NC, Ji E, Xu Y, Lampano AE, Smirnov I, Baker W, Norris GT, Marin I, Coddington N, Wolf Y, Turner SD, Aderem A, Klibanov AL, Harris TH, Jung S, Litvak V, Kipnis J (2015). Methyl-CpG binding protein 2 regulates microglia and macrophage gene expression in response to inflammatory stimuli. Immunity.

[57] Voineagu I, Eapen V (2013). Converging pathways in autism spectrum disorders: interplay between synaptic dysfunction and immune responses. Front Hum Neurosci.

[58] Voineagu I, Wang X, Johnston P, Lowe JK, Tian Y, Horvath S, Mill J, Cantor RM, Blencowe BJ, Geschwind DH (2011). Transcriptomic analysis of autistic brain reveals convergent molecular pathology. Nature.

[59] Schafer DP, Lehrman EK, Kautzman AG, Koyama R, Mardinly AR, Yamasaki R, Ransohoff RM, Greenberg ME, Barres BA, Stevens B (2012). Microglia sculpt postnatal neural circuits in an activity and complement-dependent manner. Neuron.

[60] Paolicelli RC, Bolasco G, Pagani F, Maggi L, Scianni M, Panzanelli P, Giustetto M, Ferreira TA, Guiducci E, Dumas L, Ragozzino D, Gross CT (2011). Synaptic pruning by microglia is necessary for normal brain development. Science.

[61] Grayson DR, Guidotti A (2016). Merging data from genetic and epigenetic approaches to better understand autistic spectrum disorder. Epigenomics.

[62] Sekar A, Bialas AR, de Rivera H, Davis A, Hammond TR, Kamitaki N, Tooley K, Presumey J, Baum M, Van Doren V, Genovese G, Rose SA, Handsaker RE, Daly MJ, Carroll MC, Stevens B, McCarroll SA, Schizophrenia Working Group of the Psychiatric Genomics Consortium (2016). Schizophrenia risk from complex variation of complement component 4. Nature.

[63] Havik B, Le Hellard S, Rietschel M, Lybaek H, Djurovic S, Mattheisen M, Muhleisen TW, Degenhardt F, Priebe L, Maier W, Breuer R, Schulze TG, Agartz I, Melle I, Hansen T, Bramham CR, Nothen MM, Stevens B, Werge T, Andreassen OA, Cichon S, Steen VM (2011). The complement control-related genes CSMD1 and CSMD2 associate to schizophrenia. Biol Psychiatry.

[64] Cukier HN, Dueker ND, Slifer SH, Lee JM, Whitehead PL, Lalanne E, Leyva N, Konidari I, Gentry RC, Hulme WF, Booven DV, Mayo V, Hofmann NK, Schmidt MA, Martin ER, Haines JL, Cuccaro ML, Gilbert JR, Pericak-Vance MA (2014). Exome sequencing of extended families with autism reveals genes shared across neurodevelopmental and neuropsychiatric disorders. Mol Autism.

[65] Zhang Y, Chen K, Sloan SA, Bennett ML, Scholze AR, O'Keeffe S, Phatnani HP, Guarnieri P, Caneda C, Ruderisch N, Deng S, Liddelow SA, Zhang C, Daneman R, Maniatis T, Barres BA, Wu JQ (2014). An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J Neurosci.

[66] Correia CT, Conceicao IC, Oliveira B, Coelho J, Sousa I, Sequeira AF, Almeida J, Cafe C, Duque F, Mouga S, Roberts W, Gao K, Lowe JK, Thiruvahindrapuram B, Walker S, Marshall CR, Pinto D, Nurnberger JI, Scherer SW, Geschwind DH, Oliveira G, Vicente AM (2014). Recurrent duplications of the annexin A1 gene (ANXA1) in autism spectrum disorders. Mol Autism.

[67] Costain G, Lionel AC, Fu F, Stavropoulos DJ, Gazzellone MJ, Marshall CR, Scherer SW, Bassett AS (2014). Adult neuropsychiatric expression and familial segregation of 2q13 duplications. Am J Med Genet B Neuropsychiatr Genet.

[68] He Z, O'Roak BJ, Smith JD, Wang G, Hooker S, Santos-Cortez RL, Li B, Kan M, Krumm N, Nickerson DA, Shendure J, Eichler EE, Leal SM (2014). Rare-variant extensions of the transmission disequilibrium test: application to autism exome sequence data. Am J Hum Genet.

[69] De Maio A (2014). Extracellular Hsp70: export and function. Curr Protein Pept Sci.

[70] Amor S, Bugiani M, van Noort JM. Heat shock proteins: old and novel roles in neurodegenerative diseases in the central nervous system. CNS Neurol Disord Drug Targets. 2016. [Epub ahead of print]10.2174/187152731566616103112531727804858

[71] Pecorelli A, Cervellati C, Hayek J, Valacchi G. OxInflammation in Rett syndrome. Int J Biochem Cell Biol. 2016;81(Pt B):246–53.10.1016/j.biocel.2016.07.01527425398

[72] Filosa S, Pecorelli A, D'Esposito M, Valacchi G, Hajek J (2015). Exploring the possible link between MeCP2 and oxidative stress in Rett syndrome. Free Radic Biol Med.

[73] Signorini C, De Felice C, Leoncini S, Moller RS, Zollo G, Buoni S, Cortelazzo A, Guerranti R, Durand T, Ciccoli L, D'Esposito M, Ravn K, Hayek J (2016). MECP2 duplication syndrome: evidence of enhanced oxidative stress. A comparison with Rett syndrome. PLoS One.

[74] Domingues HS, Portugal CC, Socodato R, Relvas JB (2016). Oligodendrocyte, astrocyte, and microglia crosstalk in myelin development, damage, and repair. Front Cell Dev Biol.

[75] Luo X, Tai WL, Sun L, Pan Z, Xia Z, Chung SK, Cheung CW. Crosstalk between astrocytic CXCL12 and microglial CXCR4 contributes to the development of neuropathic pain. Mol Pain. 2016;12:10.1177/1744806916636385. Print 2016.10.1177/1744806916636385PMC495618427030717

[76] da Fonseca AC, Matias D, Garcia C, Amaral R, Geraldo LH, Freitas C, Lima FR (2014). The impact of microglial activation on blood-brain barrier in brain diseases. Front Cell Neurosci.

[77] Blank T, Prinz M (2013). Microglia as modulators of cognition and neuropsychiatric disorders. Glia.

[78] del Zoppo GJ, Frankowski H, Gu YH, Osada T, Kanazawa M, Milner R, Wang X, Hosomi N, Mabuchi T, Koziol JA (2012). Microglial cell activation is a source of metalloproteinase generation during hemorrhagic transformation. J Cereb Blood Flow Metab.

[79] Nuttall RK, Silva C, Hader W, Bar-Or A, Patel KD, Edwards DR, Yong VW (2007). Metalloproteinases are enriched in microglia compared with leukocytes and they regulate cytokine levels in activated microglia. Glia.

[80] Dzyubenko E, Gottschling C, Faissner A (2016). Neuron-glia interactions in neural plasticity: contributions of neural extracellular matrix and perineuronal nets. Neural Plast.

[81] Kelly EA, Russo AS, Jackson CD, Lamantia CE, Majewska AK (2015). Proteolytic regulation of synaptic plasticity in the mouse primary visual cortex: analysis of matrix metalloproteinase 9 deficient mice. Front Cell Neurosci.

[82] Wang L, Wang S, Li W (2012). RSeQC: quality control of RNA-seq experiments. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

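The data are RNA-seq libraries of microglia isolated with CD11b beads from the brains of WT female mice, 3 mice at 5 weeks and 3 at 24 weeks, and each library is a biological replicate. The paper also studied Het mice of both ages, whose libraries were not analysed here. The values are raw counts that the authors deposited, 1 table per library, with a whole number of read pairs for each of 38924 Ensembl genes and 5 further rows that name no gene. The authors trimmed the reads with trim_galore, aligned them to GRCm38 with TopHat2 2.0.13 and counted pairs placed at 1 position on the exons of each gene, on the reverse strand, with HTSeq 0.6.1. For their own comparison of Het and WT they used DESeq2 1.6.3. No normalization is contained in the values.

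Of the rows that name no gene, pairs on no exon were 41.0% of uniquely placed pairs at 5 weeks and 52.0% at 24 weeks, and pairs on more than 1 gene 1.47% and 1.05%. Alignments at several positions were 34.2 ± 1.41% of the counts of all rows at 5 weeks and 22.9 ± 0.573% at 24 weeks (SD, n = 3), while the rows for low quality and unaligned pairs hold 0. These rows were left out of every gene value. Counts on genes ranged from 23198065 to 46434788 per library at 5 weeks (median 32561074) and from 10410625 to 13554336 at 24 weeks (median 12755262), on 21119 to 21504 genes with a count above 0 at 5 weeks and 20449 to 20593 at 24 weeks. The labels were checked against the WT columns of Tables S2 and S4, to which each library's counts were proportional within 0.0005% for the genes those tables hold. Gene symbols, positions, transcript lengths and classes came from GENCODE mouse release 21 on GRCm38, which matched 37607 of the 38924 identifiers.

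The ages were compared with edgeR 4.0.16 in R 4.3.3, with TMM normalization factors, edgeR's default filter on low counts by age (16157 genes kept), a quasi-likelihood fit with age as the only term and Benjamini-Hochberg adjustment over all genes tested. The direction is 24 weeks minus 5 weeks, and a standard error is the log2 fold change divided by the square root of its F statistic. On data simulated from these libraries with 200 genes changed, the test found 28.4% of genes changed 1.5-fold, 80.6% of those changed 2-fold and 98.5% of those changed 4-fold with the right sign. It made 10 false calls among 15946 genes, and 0 edgeR calls when no gene was changed. Far more genes passed in the real data (4646), so these rates need not hold there. The replicate numbers are only labels, so they were not a term of the fit. The ages were sequenced in separate lanes, and no fit can separate age from lane.

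The 76 M1/M2-associated genes are those of the 5-week overlap sheets of Table S4 without those of its 24-week sheets, and the 464 week 5 DEGs are the genes under the paper's threshold in Table S2. The median absolute log2 fold change of the 76 was set against 10000 random lists drawn from genes of like expression (20 bins). Depth was measured as the number of genes with a mean count of at least 10, and of at least 50, in the deposited counts and after binomial thinning of the 5-week libraries to the median 24-week total.

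A further 29 gene lists were tested between the ages with camera (limma 3.58.1, preset correlation 0.01), with camera with an estimated correlation and with fry beside it, where at least 5 members were tested, which left out 4 lists. They are homeostatic microglia, border-associated macrophages, choroid plexus epithelium, ependymal cells, endothelial cells, mural cells, meningeal fibroblasts, astrocytes, oligodendrocytes, oligodendrocyte precursors, neurons, T and NK cells, B cells, neutrophils and monocytes, erythroid cells, heat shock and chaperone genes, immediate early genes, inflammatory cytokines and regulators, interferon-stimulated genes, antigen presentation, age- and disease-associated microglia, complement and phagocytosis, extracellular matrix, circadian clock, mitochondrially encoded proteins, cell cycle, aminoacyl-tRNA synthetases, glucocorticoid-responsive genes and sex-linked check genes. The lists, the tests, the rule for named genes and most alternatives were set before the data were examined.

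Genes are named by a rule. It takes every gene that the paper's results or Table 1 name as a DEG except the deleted gene, the 10 largest rises and the 10 largest falls among genes that passed with an average log2 CPM of at least 3 and no overlap between ages, up to 4 members of each list and of the 76 with the smallest p-values, the 4 of the 76 with the largest and the 4 with the smallest absolute change, and the 5 largest changes in each direction among the 464 DEGs. Values in the paper's tables had been seen when the rule was written. It gave 168 genes, and genes outside it are marked as chosen after their values were seen.

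The alternatives were size factors by DESeq2's method, total counts only, DESeq2 1.42.0 and limma-voom, no filter and a stricter filter on low counts (at least 50 counts in every library of an age), thinned 5-week libraries, each library left out in turn, the replicate number as a block, mitochondrially encoded genes and the 20 highest genes left out, and a minimum 1.5-fold change. Protein-coding genes only, and trends on transcript length and GC content removed by offsets, were added after the data were seen. Comparisons of Het with WT and the qPCR, FACS and microarray data of the paper were left out, because their samples were not analysed here.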

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

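In this part the tests of mitochondrial transcription, of length and GC content for the mitochondrial and small RNAs, of a few genes lowering all others alike, of a lower microglia share and of Xist were chosen only after the result was seen, as was the removal of length and GC trends.

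Over all genes, 4646 of 16157 passed edgeR's test between 5-week and 24-week WT microglia, a comparison that the paper does not report outside its chosen genes. Of these, 2505 were higher at 24 weeks and 2141 lower, but the larger side turned with length and GC trends removed (2668 higher and 2924 lower) and was nearly level without a filter on low counts (2558 and 2591). The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. Only 1 of them, the real one, gives as many genes, and the highest other gives 0; for the 76 M1/M2-associated genes (26 passing) and the 464 week 5 DEGs (175 passing) it is also 1, with a highest other of 0. Of all genes tested, 45.1% did not overlap between the ages, where chance gives 10%. Without 5-week replicate 1, 2930 genes passed, without 24-week replicate 1, 3087, and without 24-week replicate 2, 2836.

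Mitochondrial rRNA and small non-coding RNA were lower at 24 weeks, in classes that the paper does not discuss. The log2 fold change of mt-Rnr2 was -8.16, and 122 small non-coding RNA genes were lower, although 26 were higher. Rn7s1 was among the higher ones (74.8 to 606 normalized CPM), but its libraries overlapped between the ages. Its CPM before TMM factors was 137, 44.9 and 36.7 in the 5-week replicates 1, 2 and 3. In the 24-week replicates 1, 2 and 3 it was 627, 1139 and 126. Gm26924 (539 to 7328 normalized CPM) and Gm26917 (2030 to 8129), abundant genes annotated as lincRNA, were higher as well. They lie side by side on chromosome 17 of GRCm38 (39846958 to 39848788 and 39843013 to 39846341). Which RNA their counts come from was not tested. Gm26917 and Rn7s1 were chosen after their values were seen. Less transcription of the mitochondrial genome is argued against by the mitochondrially encoded protein genes, whose median log2 fold change was 2.17. The removed trends on transcript length and GC content do not account for either as a whole. With both trends removed mt-Rnr2 stood at -7.82, and 113 small RNA genes were lower and 44 higher (all 113 were among the 122). The median of the small RNA genes went from -0.78 to -0.50. Gm24407, a small nuclear RNA of 141 bases and among the 10 largest falls, only went from -8.66 to -8.35. Whether the trends hold for such short RNAs was not tested, so a loss of short RNA in library preparation is not excluded. With mitochondrial and top genes left out, 4646 genes passed, of which 4620 also passed with them kept. The small RNA median went from -0.78 to -0.80, a change too small to decide anything. A few genes taking more of the counts would lower all others alike, but the small RNA median lay -0.79 from that of protein-coding genes. A difference in how RNA or libraries were prepared for each lane and a difference between the ages of the mice stay open and cannot be told apart, because each age had its own lane.

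Markers of blood vessel cells were higher at 24 weeks and markers of another macrophage type lower: 13 of 17 endothelial markers were higher and 0 lower by edgeR (15 and 0 when adjusted over the list alone), 7 of 11 mural cell markers were higher and 0 lower (8 and 0), and 7 of 10 markers of border-associated macrophages were lower and 0 higher (7 and 1). The endothelial receptor gene Flt1 went from 50.9 ± 3.36 to 214 ± 11.2 normalized CPM (SD, n = 3) and the mural Notch3 from 11.4 ± 1.29 to 35.9 ± 3.64, while other abundant genes, chosen after their values were seen, were Slco1c1 (77.8 ± 24.2 to 123 ± 6.05), Rgs5 (79.5 to 138) and Pecam1 (65.0 to 74.3, adjusted p = 0.162). A lower share of microglia, which would raise every other cell type, is argued against by the astrocyte list (median -0.55, with 6 lower, although Sox9 and Atp1b2 were higher and its camera adjusted p was 0.0652) and by the border-associated macrophages (-1.06), though these carry CD11b as microglia do; the homeostatic microglia list goes with it (-0.22, with 6 of 18 lower and 1 higher), while the oligodendrocyte (-0.15) and neuron (-0.06) lists decide nothing, and transcript length and GC content are argued against by an endothelial median of 0.83 with both trends removed. More endothelial and mural cells in the 24-week isolates stay open without a test that could decide, since 0 of the tested endothelial markers had a log2 fold change under 0 both before and after the trends were removed; CD11b beads should remove both cell types, but the paper puts the isolates of its protocol at typically about 80% microglia, and 6 of the endothelial and 4 of the mural markers are also week 5 DEGs (1 mural marker is in another list, 0 endothelial ones are). Age and lane stay open, and the calls of these lists by camera (adjusted p = 1.96e-07, 6.15e-05 and 8.77e-05) do not hold with an estimated correlation (adjusted p = 0.265 for each), while fry gave 0.00234, 0.00335 and 0.00223.

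In 24-week replicate 3, Xist had 78 counts, which is 0.00277 of the 28154 expected from that library's total and the other 24-week libraries, so shallower sequencing is argued against. A male mouse is argued against by the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, with 0 counts in that library, though no male library was at hand to show the level they would reach. A single X chromosome may be a source: Kdm6a, Kdm5c, Ddx3x and Eif2s3x, which escape X inactivation, had a mean log2 ratio of -0.35 to the other 24-week libraries, at percentile 1.58 of 10000 random sets of autosomal genes, and the 572 other X-linked genes a median of 0.04. Ddx3x alone stood at 0.00, and a loss of Xist expression for another reason was not tested. Without that library the log2 fold change of Xist was 0.96 (adjusted p = 0.0019), against 0.39 (adjusted p = 0.813) with it.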

How the results depend on the processing

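Protein-coding genes only and the removal of length and GC trends were chosen only after the data were seen. No named gene that passed changed its sign with DESeq2's size factors, with DESeq2, without any single library or with the trends removed, the settings run on named genes, and no list that passed did under the settings run on lists. Among all genes the larger side turned from higher (2505 against 2141) to lower with the trends removed (2668 against 2924) and without a filter (2558 against 2591). With the trends removed, medians near 0 changed sign in the antigen presentation (-0.10 to 0.01) and circadian clock (0.12 to -0.002) lists and others, and Retnla, which did not pass, went from -0.12 to 0.20. With a minimum 1.5-fold change, 932 genes in all, 8 of the 76 and 52 of the 464 passed, since that test asks for more. With each library left out in turn, the counts were 2836 to 6042 genes in all, 22 to 31 of the 76 and 118 to 184 of the 464, the percentile of the 76 was 69.2 to 98.9 (highest without 24-week replicate 1) and 5 to 8 lists passed (8 without 5-week replicate 2); the cause was not tested, beyond fewer libraries. With an estimated correlation 0 lists passed by camera, against 5, 4 by fry and 19 by its mixed test. The calls lost had medians of -0.22 (homeostatic microglia, also lost by fry), -1.06 (border-associated macrophages), 0.84 (endothelial cells), 0.88 (mural cells) and 2.17 (mitochondrially encoded proteins). Apart from homeostatic microglia, these lists had camera p of 7.86e-09 to 1.40e-05 with the preset correlation and 0.0371 to 0.0424 with the estimated one. What caused the loss of these calls was not tested. The medians of lists whose call changed when a library was left out ran from -0.31 to -0.18 (homeostatic microglia), 0.084 to 0.53 (choroid plexus), -0.74 to -0.34 (astrocytes), -0.88 to -0.22 (neutrophils and monocytes), -0.39 to -0.33 (complement and phagocytosis) and 0.20 to 0.37 (extracellular matrix). With protein-coding genes only, the astrocyte list (-0.56) and the complement and phagocytosis list (-0.36) passed as well. With the replicate number as a block, 4375 genes, 27 of the 76, 180 of the 464 and 7 lists passed. The astrocyte (-0.53) and neutrophil and monocyte (-0.52) lists were among them, and the percentile was 91.7. Libraries of the same number had correlations of 0.07, 0.09 and -0.05, and others had -0.13 to 0.07. These values are small and overlap, so they do not show that the numbers pair the libraries. The other settings gave 3999 to 5592 genes, 25 to 33 of the 76 and 158 to 190 of the 464. With total counts only, the median log2 fold change of all genes moved to 0.10 and 68.8% of the 4695 passing genes were higher, against 53.9%. With the trends removed, 3816 of the 4646 genes still passed among 5592. Of 168 named genes 119 passed, and 97 of these passed also with DESeq2's size factors, with DESeq2 and without each library. In data simulated at this depth with 3 libraries per age and 200 genes changed, 19 of 67 genes changed 1.5-fold were found. Whether depth, the number of libraries, their spread or the number of changed genes limits this was not tested. With the 5-week libraries thinned 4404 genes passed.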

Differences from the paper's values

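With the settings chosen for the results, no number of genes was more than 1.5 times the paper's or the reverse, and the median log2 fold change of the 76 genes lay within the SD of that median among the 24-week libraries (0.036) of the paper's value. Read pairs could not be compared like for like, since Table S1 gives input pairs and the files only later stages: for 5-week replicate 1, 66073378 input pairs stand against 55676367 placed uniquely and 32561074 counted on genes. For the median of the 76 genes, which is 0.20 in the paper's Table S4 and 0.22 here, 3 alternatives set before the data were examined did differ: total counts only (0.31), the stricter filter on low counts (0.25) and leaving out 5-week replicate 2 (0.30). The paper says that the week 5 DEGs had similar levels at both ages, and of these 401 of 462 tested lay within 2-fold and 287 did not pass edgeR's test. It says that the 76 genes were very similar in WT samples, and of these 69 lay within 2-fold and 50 did not pass. These tallies decide little about similarity, since 90.4% of all genes tested lay within 2-fold, and the median absolute log2 fold change was 0.45 for the week 5 DEGs and 0.34 for the 76 genes, against 0.33 over all genes. The paper's own numbers differ in 2 places. Its text gives 25463864 reads as the lowest of the 24-week samples, while its Table S1 gives 24239866 input pairs for the WT 24-week replicate 3. Its text gives 1780 genes changed in M1 or M2 macrophages, while its Table S4 lists 1905.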

Other observations

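In this part the cytosolic ribosomal protein genes, the values per library and the removal of trends were examined only after the results were seen.

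Single genes of other groups differed between 5 and 24 weeks in WT mice, although the complement and phagocytosis list (adjusted p = 0.0591), the age- and disease-associated microglia list (adjusted p = 0.616) and the extracellular matrix list (adjusted p = 0.0889) did not pass camera. The complement list passed without 5-week replicate 1 (adjusted p = 0.0436), 5-week replicate 2 (0.0219) or 24-week replicate 1 (0.0246), and the matrix list without 5-week replicate 2 (0.0219) or 24-week replicate 2 (0.0324). Of 18 homeostatic microglia genes, 6 fell and 1 rose by edgeR's test (6 and 1 when adjusted over the list alone; median log2 fold change -0.22). The phagocytic receptor gene Trem2 fell (-0.64, SE 0.14, adjusted p = 0.00583), as did Fcrls (-0.55, SE 0.12, adjusted p = 0.00626), while Sall1, a transcription factor of microglial identity, rose (0.95, SE 0.15, adjusted p = 0.00123). The camera call of the homeostatic list (adjusted p = 0.026) did not hold with an estimated correlation (adjusted p = 0.934), by fry (adjusted p = 0.121), or without 5-week replicate 3 (adjusted p = 0.0661) or 24-week replicate 2 (adjusted p = 0.0782). Of 21 complement and phagocytosis genes, 10 fell and 3 rose (12 and 3 over the list alone), among the falls the scavenger receptor genes Msr1 (-0.82, SE 0.17, adjusted p = 0.00498) and Cd36 (-0.99, SE 0.23, adjusted p = 0.00816) and the Fc receptor gene Fcgr1 (-0.57, SE 0.12, adjusted p = 0.0042). Of the border-associated macrophage markers, Cbr2 (-1.45, SE 0.12, adjusted p = 2.22e-05), Pf4 (-1.50, SE 0.14, adjusted p = 4.67e-05), Cd163 (-1.09, SE 0.13, adjusted p = 0.00017) and F13a1 (-1.07, SE 0.12, adjusted p = 0.000131) fell, with a list median of -1.06. Of 19 genes of age- and disease-associated microglia, 4 fell and 1 rose (4 and 1; 4 and 4 with length and GC trends removed), and Apoe, a lipid carrier, went from 2032 ± 135 to 1023 ± 72.8 normalized CPM (SD, n = 3; -0.99, SE 0.13, adjusted p = 0.00031). Of 37 extracellular matrix genes, 15 rose and 3 fell (17 and 4), among the rises the basement membrane gene Hspg2 (2.38, SE 0.17, adjusted p = 7.63e-06) and the fibronectin gene Fn1 (1.91, SE 0.14, adjusted p = 8.59e-06). With length and GC trends removed together, 11 matrix genes rose and 5 fell. Of the matrix genes 7 are in another list, Vtn among the mural cell markers, and 13 of 17 endothelial and 7 of 11 mural cell markers rose in the same libraries.

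Genes of signalling and stress included both rises and falls. Of 24 immediate early genes 5 rose and 3 fell (6 and 4 when adjusted over the list alone; median -0.05, mean 0.07), among them the rises of Egr1 (1.04, SE 0.18, adjusted p = 0.00198), Egr3 (1.73, SE 0.24, adjusted p = 0.000555) and Nr4a1 (1.01, SE 0.16, adjusted p = 0.000998). Of 18 inflammatory genes 3 rose and 2 fell (3 and 2; 7 and 2 with length and GC trends removed, where the median went from 0.16 to 0.46), and Ccl7, a monocyte chemokine gene, fell (-1.17, SE 0.26, adjusted p = 0.0068). Of 19 interferon-stimulated genes 5 rose and 3 fell (5 and 3), of 15 genes of antigen presentation 6 rose and 5 fell (6 and 5; median -0.10, mean 0.13), where Cd74, the class II invariant chain gene, rose (0.94, SE 0.22, adjusted p = 0.0087). Of 31 heat shock and chaperone genes 3 rose and 4 fell (3 and 4; median -0.13), and Bag3, a co-chaperone gene, rose (1.14, SE 0.19, adjusted p = 0.00144). Of 16 circadian clock genes 3 rose and 2 fell (3 and 2), of 20 aminoacyl-tRNA synthetase genes 1 rose and 5 fell (2 and 6), of 12 glucocorticoid-responsive genes 1 rose and 1 fell (1 and 0), and of 18 cell cycle genes 1 rose and 1 fell (1 and 1). Mki67, a marker of dividing cells, rose from 8.26 ± 0.642 to 23.9 ± 5.97 normalized CPM (1.53, SE 0.18, adjusted p = 0.000183), while Stmn1 fell (-0.99, SE 0.19, adjusted p = 0.00328). With the trends removed 7 immediate early genes rose and 3 fell, as did 6 and 1 of the interferon-stimulated genes, 7 and 5 of antigen presentation (median 0.01), 2 and 3 of the circadian clock, 3 and 8 of the aminoacyl-tRNA synthetases and 1 and 2 of the glucocorticoid-responsive genes. None of the lists in this paragraph passed camera.

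Other cell types gave the following counts by edgeR, with those over the list alone in parentheses. Of 19 choroid plexus markers 4 rose and 1 fell (4 and 1), of 9 ependymal markers 1 rose and 0 fell (1 and 0), of 10 meningeal fibroblast markers 0 rose and 1 fell (0 and 1), of 13 astrocyte markers 2 rose and 6 fell (2 and 7), of 12 oligodendrocyte markers 1 rose and 4 fell (1 and 4) and of 14 neuron markers 4 rose and 3 fell (4 and 3; 2 and 3 with the trends removed). Of 10 neutrophil and monocyte markers 0 rose and 1 fell (0 and 0), and of 5 erythroid markers 0 rose and 0 fell (0 and 0; median 0.02, mean -0.02). Among the lists too small for camera, 0 of 4 oligodendrocyte precursor markers rose and 1 fell (median 0.24, mean -0.10), 0 of 4 T and NK cell markers rose and 1 fell (median -0.03), the 1 B cell marker tested, Cd79b, fell (-1.32, SE 0.17, adjusted p = 0.00032), and the 1 sex-linked gene tested, Xist, did not pass. Of these lists the choroid plexus one passed camera without 5-week replicate 2 (adjusted p = 0.00096) and the astrocyte one without 5-week replicate 3 (adjusted p = 0.0163) or 24-week replicate 2 (adjusted p = 0.0324), and the neutrophil and monocyte one without 24-week replicate 1 (adjusted p = 0.0246, with the median going from -0.47 to -0.88). By camera 5 of the 25 lists large enough passed: the homeostatic microglia, border-associated macrophage, endothelial, mural and mitochondrially encoded protein lists (the last at an adjusted p of 5.13e-06). With an estimated correlation 0 of them passed (camera adjusted p = 0.934 for homeostatic microglia and 0.265 for each of the others). All 10 splits of the libraries give 5 or more lists by camera, with a highest other of 13, so the number of lists is not specific to age.

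Several lists were not level among the WT mice of an age. The median log2 differences from the 5-week mean were 0.35, 0.79 and -1.21 at 5 weeks and 1.16, -0.52 and -1.29 at 24 weeks for the 5 erythroid markers, 0.59, -0.73 and 0.11 and then 0.08, -1.31 and -0.26 for the neutrophil and monocyte markers, and -0.10, 0.37 and -1.01 at 24 weeks for the neuron markers. For the choroid plexus list the median log2 difference from the 5-week mean was -0.13, 0.45 and -0.31 in the 5-week replicates 1, 2 and 3 and 0.09, 0.33 and 0.39 in those of 24 weeks. Ttr, the most abundant choroid plexus gene and chosen after its values were seen, had 4897, 7408 and 5238 normalized CPM at 5 weeks and 4349, 5225 and 5633 at 24 weeks. In Table S2 the paper lists 13 of the 19 tested genes of this list as week 5 DEGs, all decreased in Het, and 10 of the 31 heat shock and chaperone genes, also all decreased; the Het values were not analysed here.

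Across all 16157 genes tested, the median log2 fold change was 0.00, the median absolute one 0.33, and 90.4% lay within 2-fold. Of the paper's 79 DEGs at 24 weeks, 25 rose and 8 fell between the ages in WT mice (26 and 10 when adjusted over the list alone; 22 and 12 with the trends removed), and of 1786 tested genes that Table S4 lists as changed in M1 or M2 macrophages, 301 rose and 225 fell (307 and 228), with a median of 0.04, but with the trends removed 307 rose and 337 fell, with a median of 0.005. The 24-week DEGs were chosen on these 24-week libraries, so their count is not independent evidence. With length and GC trends removed, 48 of the 93 cytosolic ribosomal protein genes fell and 3 rose, with a median of -0.40. The 5-week replicate 3 had a trend on GC content of its own, with a median log2 difference from the 5-week mean of -0.28 in the 1385 protein-coding genes with the lowest GC content and 0.24 in the 1386 with the highest, where 5-week replicates 1 and 2 had 0.13 and 0.15 in the lowest and -0.12 in the highest.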
